# Cellular Origins of EGFR‐Driven Lung Cancer Cells Determine Sensitivity to Therapy

**DOI:** 10.1002/advs.202101999

**Published:** 2021-10-07

**Authors:** Fan Chen, Jinpeng Liu, Robert M. Flight, Kassandra J. Naughton, Alexsandr Lukyanchuk, Abigail R. Edgin, Xiulong Song, Haikuo Zhang, Kwok‐Kin Wong, Hunter N. B. Moseley, Chi Wang, Christine F. Brainson

**Keywords:** alveolar, bronchiolar, EGFR, lung cancer, organoids

## Abstract

Targeting the epidermal growth factor receptor (EGFR) with tyrosine kinase inhibitors (TKIs) is one of the major precision medicine treatment options for lung adenocarcinoma. Due to common development of drug resistance to first‐ and second‐generation TKIs, third‐generation inhibitors, including osimertinib and rociletinib, have been developed. A model of EGFR‐driven lung cancer and a method to develop tumors of distinct epigenetic states through 3D organotypic cultures are described here. It is discovered that activation of the *EGFR T790M/L858R* mutation in lung epithelial cells can drive lung cancers with alveolar or bronchiolar features, which can originate from alveolar type 2 (AT2) cells or bronchioalveolar stem cells, but not basal cells or club cells of the trachea. It is also demonstrated that these clones are able to retain their epigenetic differences through passaging orthotopically in mice and crucially that they have distinct drug vulnerabilities. This work serves as a blueprint for exploring how epigenetics can be used to stratify patients for precision medicine decisions.

## 1 Introduction

Understanding the cellular and molecular origins of lung cancer will help us to define ways to prevent this deadly disease. Different stem or progenitor cells of adult lung reside throughout the trachea to the distal alveoli, including basal cells and club cells in the proximal airways as well as bronchioalveolar stem cells (BASCs) and alveolar type 2 (AT2) cells in the distal airways.^[^ ^1^, ^2^, ^3^ ^]^ Lung adenocarcinoma has been postulated to originate from club cells, AT2 cells, or BASCs, while squamous cell carcinomas likely arise from basal cells.^[^ ^4^, ^5^, ^6^ ^]^ Experimental models have shown that given different oncogenes, lung cells can be more or less “fit” to form fully malignant lesions.^[^ ^7^, ^8^, ^9^ ^]^ However, the cellular origins for the majority of lung cancers have not been clarified yet. Determining common lung tumor origins may help us to understand how to prevent malignant transformation and guide us to using appropriate therapeutics.

Precision medicine options for lung cancer have greatly expanded in the past decade. Biomarkers encoded by genetic changes are currently the predominant tools for deciding precision medicine options. However, epigenetic biomarkers, including markers of cell states, could add crucial additional predictions of drug responses. As an example, for lung adenocarcinoma there are at least three distinct reproducible subtypes that have been identified through transcriptomics approaches, and each of these subtypes may have not only genetic but also epigenetic determinants of drug response.^[^ ^10^ ^]^ These three subtypes have been termed bronchoid, magnoid, and squamoid. From the perspective of lung epithelial cell types, squamoid may represent bronchiolar epithelial cells including SOX2+ secretory club cells or basal cells, while bronchoid may represent more distal alveolar type 2 cells. Also, bronchoid tumors tend to be more acinar and better prognosis, while squamoid have more solid pattern and worse prognosis. Magnoid tumors are characterized by high cell cycle and poorer prognosis. Transcriptionally distinct subtypes may provide an additional layer of guidance for prognosis or therapeutics in clinics.

One of the most successful precision medicine options for lung cancer patients is targeting the epidermal growth factor receptor (EGFR) with drugs that inhibit the tyrosine kinase function of the activated protein.^[^ ^11^ ^]^ Gefitinib was the first EGFR inhibitor, followed quickly by erlotinib, but both inhibitors were plagued by the development of drug resistance, in many cases through mutation of the T790M gatekeeper residue of EGFR.^[^ ^12^, ^13^ ^]^ Second generation irreversible and third generation mutant‐selective inhibitors including afatinib, osimertinib, and rociletinib were developed.^[^ ^14^ ^]^ Most recently, the third generation tyrosine kinase inhibitor (TKI) osimertinib has been moved to a first line agent for EGFR mutant lung cancer.^[^ ^15^ ^]^ However, acquired resistance to osimertinib has also emerged in patients potentially resulting from EGFR mutations (C797S, G724S, and L718Q), loss of T790M, pathway bypass through KRAS proto‐oncogene, GTPase (KRAS), MET proto‐oncogene, receptor tyrosine kinase (MET), or PIK3CA activation, or small‐cell lung cancer transformation.^[^ ^16^, ^17^, ^18^ ^]^

Here we describe a model of EGFR‐driven lung cancer and a method to develop tumors of distinct epigenetic states through the use of 3D organotypic cultures. We discovered that EGFR mutation led to lung cancer with alveolar or bronchiolar features, which can originate from AT2 cells or BASCs, but not basal cells or club cells of the trachea. We also demonstrate that these clones were able to retain their epigenetic differences through passaging orthotopically in mice and crucially that they had distinct drug vulnerabilities that can be modulated through drug combinations. This work serves as a blueprint for exploring how epigenetics can be used to stratify patients for precision medicine decisions.

## 2 Results and Discussion

### 2.1 The Autochthonous lox‐stop‐lox: EGFR T790M/L858R Model Develops Lung Adenocarcinoma in Mice

To interrogate the cell‐of‐origin for EGFR‐driven lung cancer,we utilized a model generated by knocking in the human *EGFR* gene encoding protein with both T790M and L858R mutations (*EGFR* TL) into the *collagen1a1* (*Col1a1*) locus (**Figure** **1**A). The EGFR TL mutations were used in the model because patients usually had L858R mutation first and acquired the second T790M mutation to become resistant to first or second generation TKIs. The resulting mice contain one *Col1a1* locus that had been replaced with a lox‐stop‐lox (LSL) cassette followed by the cytomegalovirus, chicken beta‐actin, rabbit beta‐globin (CAG) promoter and a mutant EGFR gene. Cre‐mediated deletion of the lox‐stop‐lox site was accomplished by intranasal instillation of an adeno‐Cre virus, which others have shown to infect random cells from the proximal to distal airways.^[^ ^19^, ^20^, ^21^ ^]^ The median of the overall survival in this model was 107 d, 120 d for males and 107 d for females with no statistically significant difference between the males and females (*p *= 0.65, Figure 1B). The tumors that formed by intranasal adeno‐Cre installation were almost exclusively alveolar type adenocarcinoma, with rare tumor types exhibiting bronchiolar features according to their immunofluorescence (IF) staining, although it is difficult to distinguish them by their histological morphologies (Figure 1C,D). Using IF staining, we demonstrated that majority of the tumors expressed the AT2 cell marker prosurfactant protein C (proSPC), while rare tumors also had expression of club cell secretory protein (CCSP) or the bronchiolar transcription factor SOX2. In this model, cross‐sections showed between 0 and 10% of tumors in a given mouse had SOX2 expression (Figure S1A, Supporting Information) and both SOX2+ and SOX2‐ tumors expressed high levels of EGFR (Figure S1B, Supporting Information). The staining specificity was validated using *KrasG12D; p53‐null* tumors that had low EGFR expression in both SOX2+ and SOX2‐ regions (Figure S1C, Supporting Information). These results are similar to a previous study in *EGFR* TL mice, in which the tumors were termed as bronchial and peripheral.^[^ ^22^ ^]^

**Figure 1:**
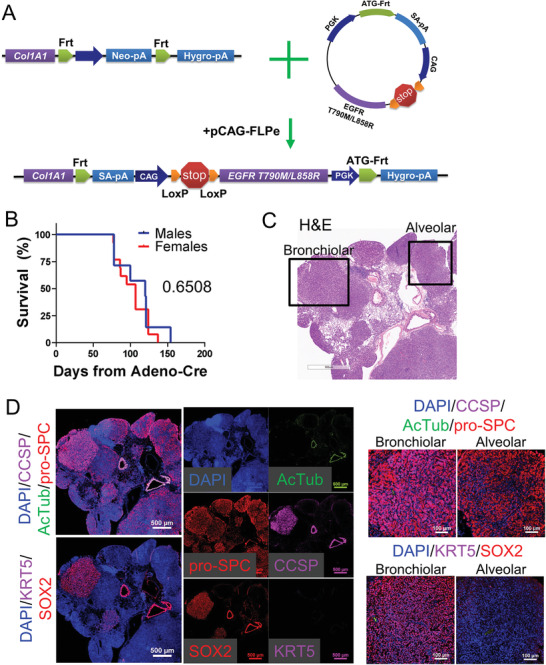
The autochthonous LSL:EGFR T790M/L858R model develops lung adenocarcinoma in mice. A) Schematic of mouse model with LoxP‐mediated activation of EGFR T790M/L858R mutations. B) Overall survival of mice of the indicated gender is graphed, *n* = 7 male, *n* = 13 female. C) Representative H&E stained cross sections from lungs of EGFR T790M/L858R autochthonous model. D) Representative immunofluorescence staining of EGFR T790M/L858R autochthonous lung tumors with the indicated probes.

### 2.2 Distal Lung Stem/Progenitor Cells Efficiently Undergo Ex Vivo Malignant Transformation by Mutant EGFR

Next, in order to understand if there are different cells in the normal lung epithelium that can serve as cells‐of‐origin for the EGFR‐driven lung cancers, we used our in vitro transformation strategy.^[^ ^7^ ^]^ Lungs and tracheas from nontumor bearing mice were isolated and the cells were dissociated and sorted for nerve growth factor receptor (NGFR)+ basal cells of the trachea, NGFR‐ club cells of the trachea, Stem Cell Antigen 1 (Sca1/Ly6A)+ BASCs of the distal lung, and Sca1‐ AT2 cells of the distal lung by fluorescence‐activated cell sorting (FACS) (Figure S2A, Supporting Information). FACS‐isolated lung cells were then divided into two aliquots, one of which received Adeno‐green fluorescent protein (GFP) control virus, and the other one received Adeno‐Cre virus to activate mutant EGFR (**Figure** **2**A). The cell populations were then plated into 3D Matrigel organotypic cultures, which also contained neonatal lung mesenchymal endothelial cells as supporting cells.^[^ ^23^ ^]^ Organoids post viral infection were allowed to grow and then were passaged. Organoids from each cell population tolerated the activation of *EGFR* TL mutations and continued to grow. During passage, organoids derived from BASCs were manually subcloned into alveolar, bronchiolar, and mixed cultures by their microscopic morphologies. Mixed BASCs had both alveolar and bronchiolar organoids (Figure S2B, Supporting Information). Then, the four subtypes of organoids infected by Adeno‐Cre virus were orthotopically transplanted to the lungs of immunocompromised mice to allow for further in vivo transformation. The mice started to show signs of lung tumors 8 months post transplantation of AT2 cells or BASCs, including the bronchiolar, alveolar, and the mixed BASC organoids (Figure 2B). Only one mouse developed a small tumor nodule from tracheal club cell‐derived transplantation (Figure S2C, Supporting Information). None of the mice that received basal cell‐derived organoids had tumors at sacrifice. Due to these differences, mice transplanted with distal lung (BASC and AT2) organoids had a significantly shorter lung‐tumor free survival than the proximal lung/trachea (basal cell and club cell) organoid transplantation (*p* < 0.0001, Figure 2C). To validate that EGFR was activated in proximal cells, we performed reverse transcription polymerase chain reaction (RT‐PCR) for the human *EGFR* transcript and also checked gene expression of the knock‐in locus *Col1a1* and of the tumor suppressor *Trp53* (Figure S2D, Supporting Information). We found that EGFR transcript was induced in proximal lung cells similarly to distal and that *Col1a1* and *Trp53* expression were minimally changed by Cre virus. Bronchiolar BASCs and AT2 cells formed tumors with a higher tumor burden than the other organoid types, although high heterogeneity existed among each mouse (Figure 2D).

**Figure 2:**
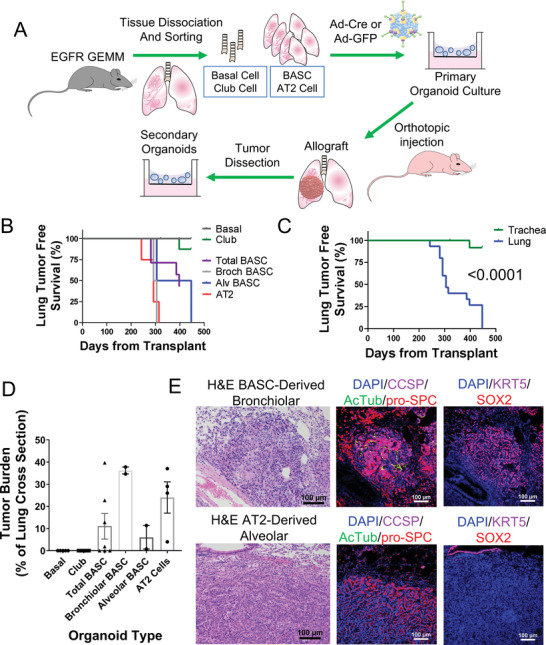
Distal lung stem/progenitor cells efficiently undergo ex vivo malignant transformation by mutant EGFR. A) Schematic of cell‐of‐origin study in lung stem or progenitor cells including FACS sorting,in vitro propagation and adenovirus activation of EGFR, in vivo orthotopic transplantation, and secondary in vitro culture. B,C) Tumor‐free survival of immunocompromised mice with the indicated transplanted organoid types, *p* < 0.0001 between organoids from distal lung (lung) and proximal lung (trachea) by Mantel–Cox log‐rank test. D) Tumor burden as percentage of total lung was analyzed by ImageJ for indicated transplanted organoid types, mean ± standard error of the mean (SEM) is graphed. E) IF analysis of orthotopic transformed bronchiolar and alveolar tumors stained with the indicated probes.

Next, we analyzed the histology of the transformed tumors to study whether the tumors maintained their original lineage properties during in vivo transformation. It showed that most of the BASCs and AT2 derived tumors formed alveolar tumors in vivo, with positive staining of alveolar marker SPC and barely any expression of bronchiolar markers CCSP and SOX2, or the basal cell marker KRT5 (Figure 2E). Bronchiolar BASCs formed a small number of orthotopic bronchiolar tumor nodules, although the majority of the other tumors displayed positive staining of alveolar lineage marker. It suggested that a large part of the bronchiolar BASCs underwent lineage switch to alveolar state during transformation, probably due to the impact of specific microenvironment in which it may be easier for alveolar cells to reside. Altogether, these results suggested that the AT2 cells and BASCs were the main cellular origins of EGFR mutant lung cancer and these tumors retained the innate properties of their derived stem or progenitor cells during the process of tumorigenesis.

### 2.3 Different Stem/Progenitor Cells Drive Distinct Gene Expression during Malignant Transformation

In order to understand the deeper mechanisms of tumorigenesis and progression induced by *EGFR* TL mutation, we performed RNA‐sequencing on the various stem/progenitor cell‐derived organoids with Ad‐GFP or Ad‐Cre virus and also tumor cells after orthotopic transplant (**Figure** **3**A). To make sure equivalent RNA samples were being compared, the transplanted tumors were dissociated and propagated in 3D Matrigel culture in vitro prior to RNA extraction. 

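RNA was sequenced from 18 cultures, 10 of pretransplant organoids and 8 of tumoroids. The organoids came from NGFR-negative club cells and NGFR-positive basal cells of the trachea, and from Sca1-negative AT2 cells and Sca1-positive BASCs of the distal lung. Each of these 4 populations gave 1 culture infected with Ad-GFP, the control virus, and 1 infected with Ad-Cre, which removes the stop cassette in front of the EGFR transgene. A further pair of Ad-Cre cultures came from BASCs grown as alveolar and as bronchiolar organoids. The tumoroids came from transplants of AT2 cells (n = 3), mixed BASCs (n = 3) and bronchiolar BASCs (n = 1), and from an autochthonous tumor (n = 1). Every culture gave 1 library and no organoid condition was repeated, so different cell populations stand in for replicates in the comparisons of organoids. All pretransplant libraries were made with TruSeq chemistry and run on a HiSeq instrument, while all tumoroid libraries were made and sequenced by the Beijing Genomics Institute on a DNBSEQ instrument. Platform and transplantation therefore cannot be told apart in any comparison of organoids with tumoroids from transplants. The autochthonous tumoroid shared the tumoroid platform without a transplant, but it is a single library.

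The authors trimmed the reads, mapped them to the Ensembl GRCm38 transcripts and deposited the expected count and the TPM that RSEM gave for 46603 genes in each sample. Expected counts summed to between 27772660 and 97191624 per organoid sample (median 55182025) and to between 15327265 and 23355938 per tumoroid sample (median 22464438). Here the expected counts were rounded, filtered with edgeR's filterByExpr, scaled with TMM factors and tested gene by gene with edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold. Expression values are CPM as edgeR computes them from the TMM-scaled library totals, and counting error is the only error that the depth describes. The MSigDB sets that the paper queried were not used here, and in their place 11 lists of genes for the same kinds of pathway were written by hand. Each list was tested with limma's camera, with Benjamini-Hochberg adjustment over the 11 lists (FDR), and its effect is the median log2 fold change of its genes. Camera weighs a list's genes against all other genes, so a second test set the samples against each other. This was a two-sided exact permutation test of the list's score, the mean log2 CPM of its genes in each sample.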

IF staining of the lineage markers showed that tumoroids from alveolar tumors highly expressed alveolar marker SPC with no or low expression of bronchiolar markers CCSP and SOX2, and the basal cell marker KRT5, while the bronchiolar tumoroids, which were only obtained from bronchiolar BASC‐derived transplants, expressed the opposite pattern (Figure S2A, Supporting Information). This result suggests that tumor cells retain their intrinsic lineage properties when propagating in vitro.

**Figure 3:**
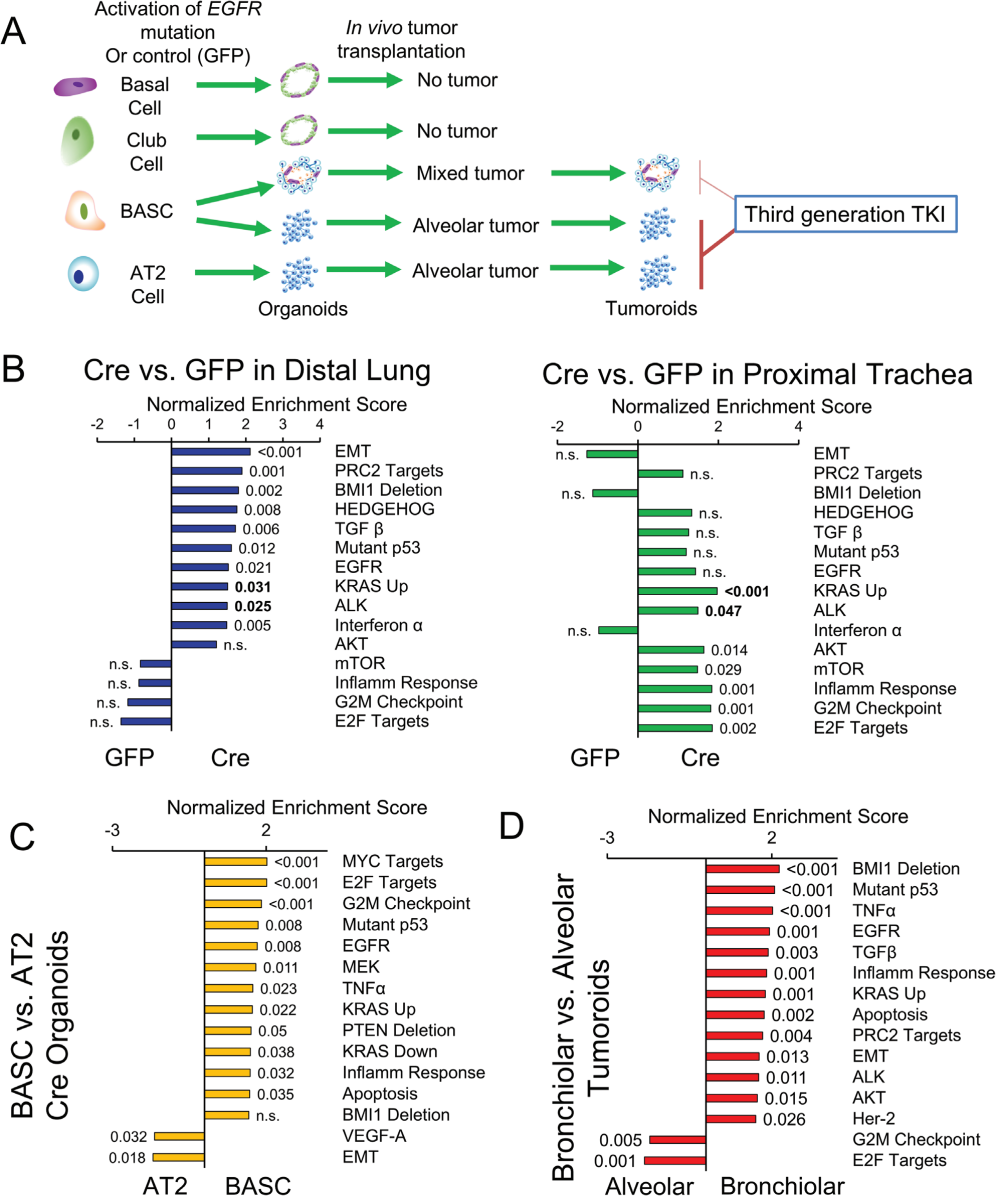
Different stem/progenitor cells drive distinct gene expression during malignant transformation. A) Schematic of RNA‐sequencing samples from organoids with indicated treatment. B) Bar plots of normalized enrichment scores of selected gene signatures enriched in Ad‐Cre treated distal lung (left) or proximal trachea (right) organoids relative to Ad‐GFP treated organoids, with false discovery rate (FDR) *q*‐values indicated outside the end of bars, *q* values in bold are pathways significant in both distal lung and trachea. C) Bar plots of normalized enrichment scores of selected gene signatures enriched in BASC‐derived organoids relative to AT2‐derived Ad‐Cre treated organoids, with FDR *q*‐values indicated outside the end of bars. D) Bar plots of normalized enrichment scores of selected gene signatures enriched in bronchiolar tumoroids relative to alveolar tumoroids, with FDR *q*‐values indicated outside the end of bars.

Hierarchical cluster analysis showed that post‐transplant tumoroids clustered together, away from the pretransplant organoids (Figure S2B, Supporting Information). 

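The 18 samples were clustered by average linkage on 1 minus the Pearson correlation of their log2 CPM over the 20100 genes that passed the expression filter. With the tree divided into 2 clusters, 7 of the 8 tumoroids shared a cluster with 3 of the 10 organoids. These 3 were the AT2 organoids with Ad-GFP, the AT2 organoids with Ad-Cre and the alveolar BASC organoids with Ad-Cre. The bronchiolar BASC tumoroid fell into the other cluster, with the club, basal, mixed BASC and bronchiolar BASC organoids, and its nearest sample was the bronchiolar BASC organoid culture (r = 0.943). Each of the other 7 tumoroids had another tumoroid as its nearest sample. Under 5 alternative settings the number of organoids in the cluster of the tumoroids stayed at 3. The number of tumoroids outside it fell from 1 to 0 when only the 1000 most variable genes were used or when clusters were joined by complete linkage. These correlations run across genes within pairs of samples, and genes are not independent replicates.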

Intriguingly, tumoroids from an in vivo autochthonous tumor were transcriptionally closer to mixed BASC‐derived and AT2‐derived tumoroids. 

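The autochthonous tumoroid had a mean Pearson correlation of 0.939 with the AT2-derived tumoroids (n = 3) and of 0.948 with the mixed BASC-derived tumoroids (n = 3), computed on log2 CPM across 20100 genes. Over these 6 tumoroids the correlation ranged from 0.926 to 0.968, with an SD of 0.0166. Its correlation with the bronchiolar BASC tumoroid (n = 1) was 0.899. The lowest of the 6 correlations exceeded the bronchiolar one by 0.0273, a gap larger than the SD of the 6, and 4 alternative settings gave gaps between 0.0229 and 0.355. The widest gap came with the 1000 most variable genes. The difference between the AT2 and mixed BASC means was smaller than the SD. The autochthonous tumoroid was as close to the AT2 organoids, with correlations of 0.952 (Ad-GFP) and 0.949 (Ad-Cre), both above the 2 means. Its closeness was therefore not particular to these tumoroids. A single autochthonous and a single bronchiolar tumoroid allowed no test.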

To understand the transcriptional alterations that happened during the transformation by *EGFR* T790M/L858R mutation in vitro and in vivo, we compared the gene expression on the organoids with Ad‐GFP or Ad‐Cre virus infection and before or after transplantation. 

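The Ad-Cre and Ad-GFP organoids were compared separately for the distal lung and the trachea. In the distal lung, 4 Ad-Cre cultures (AT2, mixed BASC, alveolar BASC and bronchiolar BASC) stood against 2 Ad-GFP cultures (AT2 and mixed BASC). Of 18866 genes tested, 0 passed the threshold and 238 had an unadjusted p below 0.05. The 2 groups did not overlap for 5.7% of the genes, where chance gives 13.3%. The biological coefficient of variation was 0.636. In data simulated with this design and depth, 8.5% of 200 genes with a 4-fold change were recovered, so changes of that size were mostly not detectable. In the trachea, 2 Ad-Cre cultures (club and basal) stood against 2 Ad-GFP cultures. There, 0 of 17234 genes passed, 279 had an unadjusted p below 0.05, and 23.3% did not overlap where chance gives 33.3%. The club and basal cultures were alike in lineage markers. With Ad-GFP, Krt5 was 2398 and 2128 CPM in them, Ngfr 98.2 and 96.4 CPM and Scgb1a1 2.57 and 2.53 CPM (r = 0.988 across all genes). These markers therefore did not set the 2 sorted populations apart. The biological coefficient of variation in the tracheal comparison was 0.139 and 99% of the simulated 4-fold changes were recovered. The simulation gave genes of like expression the same spread, so real genes that vary more may be missed. Sftpc, with a log2 fold change of 2.79 (SE 1.11) in the trachea, did not pass. The number of genes called moved most in the trachea without a filter on low counts, to 133, and in the distal lung with DESeq2's Wald test, to 10.

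A list of 32 genes, chosen mostly because the paper names them, was examined by itself. In the distal lung all 32 were tested, and 0 passed with adjustment over the list alone or over all genes, with 0 below an unadjusted p of 0.05. In the trachea 31 were tested and 2 had an unadjusted p below 0.05. Of these, Trp53 passed with adjustment over the list alone, while 0 passed with adjustment over all genes. Trp53 (ENSMUSG00000059552) lies on chromosome 11 of GRCm38 from 69580359 to 69591873. Its expression in the trachea was 77.4 ± 10.2 CPM with Ad-Cre (SD, n = 2) and 48.4 ± 0.931 CPM with Ad-GFP (SD, n = 2), a log2 fold change of 0.68 (SE 0.12, adjusted p = 1 over all genes by edgeR). It passed over all genes with DESeq2's Wald test (log2 fold change 0.69, adjusted p = 0.00816) and without the filter (0.68, adjusted p = 6.81e-05), and stayed short of the threshold under the remaining alternatives (up to an adjusted p of 1). The distal log2 fold change of Trp53 was 0.57 (adjusted p = 1 by edgeR).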

The gene set enrichment analysis (GSEA) demonstrated that activation of EGFR mutations in distal lung cells led to significant enrichment of genes associated with epithelial‐mesenchymal transition (EMT), Hedgehog signaling, transforming growth factor beta (TGF‐*β)*, KRAS, and also EGFR pathways. 

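Over the 52 genes of the EMT list, the median log2 fold change with Ad-Cre in the distal organoids was 0.25, with 34 genes higher (camera FDR = 6.18e-06). The EMT score lay above the Ad-GFP mean in all 4 Ad-Cre cultures, at 7.54 ± 0.26 (SD, n = 4) against 7.16 ± 1.00 (SD, n = 2). It also rose within both matched pairs (7.86 to 7.90 for AT2 and 6.45 to 7.39 for mixed BASC). The difference of the means was smaller than the spread between the Ad-GFP cultures (exact permutation p = 0.467, where 15 splits allow no p below 0.0667). The Hedgehog list of 16 genes had a median log2 fold change of -0.15, with 7 genes higher (FDR = 0.983) and 2 of 4 cultures above the Ad-GFP mean (exact permutation p = 1). Its mean score was slightly higher with Ad-Cre, at 4.13 ± 0.748 (SD, n = 4) against 4.02 ± 1.59 (SD, n = 2). The direction of the median was reversed when cell population was fitted as a block (0.39, FDR = 0.0529) or when only the matched cultures were used with that block (0.19, FDR = 0.0821). Over all alternatives the FDR of the Hedgehog list ran from 0.0529 to 0.997. For the TGF-β list of 24 genes the median log2 fold change was 0.28, with 19 genes higher (FDR = 1.2e-05) and 4 of 4 cultures above the Ad-GFP mean (exact permutation p = 0.267). The list of 28 transcriptional targets of extracellular signal-regulated kinase (ERK), used for the EGFR set, had a median of 0.32 with 22 genes higher (FDR = 0.000277) and 3 of 4 cultures above the Ad-GFP mean (exact permutation p = 0.4). In scores scaled over all 18 samples, the ERK score fell in the AT2 pair (6.35 to 6.08) and rose in the mixed BASC pair (5.91 to 6.67). With Reactome's EGFR signaling pathway in place of the ERK list, the median was 0.023 (FDR = 0.283). Of the single genes in these 4 lists, 0 passed the adjusted threshold, while 1 EMT gene, 1 TGF-β gene and 0 genes of the Hedgehog and ERK lists had an unadjusted p below 0.05.

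The tests depended on the correlation between genes assumed by camera, which leaves the medians as they are. With that correlation estimated from the data in place of 0.01, the FDR was 0.728 for the EMT list, 0.597 for TGF-β and 0.728 for ERK. Over all alternatives the FDR ran from 7.57e-17 to 0.728 for EMT, from 7.85e-09 to 0.597 for TGF-β and from 1.93e-05 to 0.728 for ERK. Without the mixed BASC Ad-GFP culture the medians of the EMT, TGF-β and ERK lists were -0.58, -0.04 and -0.07. The EMT score also followed the score of fibroblast marker genes across organoids, while the fibroblast markers themselves had a median log2 fold change of -0.24 in this comparison and of 0.33 in the matched cultures. The largest rise among EMT genes was that of Ccn2 (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), which also led the TGF-β list, at 883 ± 620 CPM with Ad-Cre (SD, n = 4) and 262 ± 126 CPM with Ad-GFP (SD, n = 2). Its log2 fold change was 1.75 (SE 0.83, adjusted p = 1 by edgeR). Itgb3 followed among EMT genes (log2 fold change 1.70, SE 0.92), Pmepa1 in the TGF-β list (0.84, SE 0.653), and Itga2 (1.22, SE 1.76) and Dusp5 (1.03, SE 1.07) in the ERK list. In the Hedgehog list the largest falls were those of Hhip (-1.46, SE 1.75) and Gas1 (-0.83, SE 0.808). All of these had an adjusted p of 1, and Hhip, Gas1 and Itga2 changed direction when cell population was fitted as a block.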

Activation of EGFR mutations in proximal lung/tracheal cells caused enriched hallmarks of KRAS, E2F targets, G2M checkpoints, MTORC1, and AKT serine/threonine kinase (AKT) pathways (Figure 3B). 

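In the tracheal organoids the S phase list, 43 genes used for the E2F targets, had a median log2 fold change of 0.065 with Ad-Cre, and 33 of the genes were higher (camera FDR = 0.0238). The G2M list of 54 genes had a median of 0.049 with 34 genes higher (FDR = 0.00998). Both scores lay above the Ad-GFP mean in 2 of 2 Ad-Cre cultures, but by less than the SD of the Ad-GFP cultures (0.176 and 0.194). Within the matched pairs both rose in the club pair (4.09 to 4.32 and 4.84 to 5.08) and fell in the basal pair (4.34 to 4.25 and 5.11 to 5.01). Single pairs of such similar cultures do not show a difference between the populations. With 2 cultures against 2 the exact permutation test allows no p below 0.333, and it gave p = 1 for both lists. The MTORC1 list of 46 genes had a median of 0.034 with 29 genes higher and 1 of 2 cultures above the Ad-GFP mean, and fell short of the threshold (FDR = 0.0566). It passed with DESeq2's size factors (FDR = 0.0442), with genes of at least 10 counts in every sample (0.0243), in preranked GSEA (0.0194) and with a block for cell population (0.0463), within a range from 0.0194 to 0.654 over all alternatives. With the correlation between genes estimated from the data, the FDR was 0.797 for both the S phase and the G2M list, the upper end of their ranges. The lower ends were 0.0112 and 0.000916. Without the club Ad-GFP culture the medians of the S phase and G2M lists were -0.062 and -0.063.

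Of the genes in these 3 lists, 0 passed the adjusted threshold, and 2 MTORC1 genes and 0 S phase or G2M genes had an unadjusted p below 0.05. Slc7a11 rose most in the MTORC1 list, from 38.7 ± 9.54 to 52.6 ± 4.77 CPM (SD, n = 2 each), a log2 fold change of 0.44 (SE 0.172), followed by Ddit4 (0.30, SE 0.187). The largest rises elsewhere were those of Dscc1 (0.39, SE 0.305) and Ccne2 (0.23, SE 0.263) among S phase genes and of Kif2c (0.22, SE 0.174) and Cenpe (0.22, SE 0.15) among G2M genes, and every one of these genes had an adjusted p of 1 by edgeR. The EMT list fell short of the threshold in the trachea (-0.038, FDR = 0.148), as did the TGF-β list (-0.019, FDR = 0.603) and the Hedgehog list (0.027, FDR = 0.847). The EMT score lay below the Ad-GFP mean in 2 of 2 Ad-Cre cultures (exact permutation p = 0.667). A list for the AKT pathway was not analysed here.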

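A list of 28 ERK target genes, used here in place of the EGFR set, had a median log2 fold change of 0.074 in tracheal organoids with Ad-Cre compared with Ad-GFP. Of the 28 genes 18 were higher (camera FDR = 0.00998), and the score lay above the Ad-GFP mean in 2 of 2 Ad-Cre cultures. Scores were 6.17 ± 0.12 with Ad-Cre and 6.08 ± 0.08 with Ad-GFP (SD, n = 2 each), and the score rose within both the club pair (6.02 to 6.08) and the basal pair (6.13 to 6.25). The exact permutation test, which does not use the pairs, gave p = 0.667, where the smallest possible p is 0.333. The result was not kept under every setting. The median was -0.00074 with Reactome's EGFR signaling pathway in place of the list (FDR = 0.996), and the FDR was 0.654 with the correlation between genes estimated from the data, within a range from 0.000916 to 0.996. Etv1 rose most, from 7.46 ± 0.9 to 10.6 ± 1.38 CPM (SD, n = 2 each), a log2 fold change of 0.51 (SE 0.175, adjusted p = 1 by edgeR). For Spry4 the log2 fold change was 0.45 (SE 0.234). No gene of the list passed over all genes, and 1 had an unadjusted p below 0.05.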

The EGFR pathway was enriched, but not significantly, in the proximal lung organoids after EGFR activation. 

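The AT2-derived Ad-Cre organoids were a single culture, so the 3 BASC-derived Ad-Cre cultures (mixed, alveolar and bronchiolar) were set against it without a test. Each value is the median over a list of the log2 CPM of the BASC cultures minus that of the AT2 culture, placed among 10000 random lists of genes with similar expression. The MYC target list (50 genes) was 0.40 higher in BASC organoids, from 0.116 to 0.63 in the single cultures, with 47 genes higher, and lay above 100% of the random lists. The S phase list, used for the E2F targets, was 0.46 higher, the G2M list 0.61 higher and the ERK target list 0.46 higher, each in 3 of 3 BASC cultures and each above 100% of the random lists. The ERK value was reversed (-0.14) with Reactome's EGFR signaling pathway in place of the list. For the interferon-α list (46 genes) the median was -0.031, at percentile 23.5 of the random lists, with 1 BASC culture higher and 2 lower (from -0.64 to 0.755). Without the bronchiolar BASC culture it was 0.30. The EMT list was lower in BASC organoids by a median of -0.61, from -1.01 to -0.344 in the single cultures, below every random list. Fibroblast marker genes were lower as well (-1.06), in 3 of 3 cultures.

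Nop58 (0.89) and Odc1 (0.89) had the largest log2 differences among the MYC targets, E2f8 (1.29) and Blm (1.05) in the S phase list, Nek2 (1.31) and Ckap2l (1.28) in the G2M list, and Itga2 (3.60) and Dusp5 (2.05) in the ERK list. In the interferon-α list the largest falls were those of Rsad2 (-1.73) and Ifit3 (-1.63), and in the EMT list that of Col6a2 (-2.18). Myc itself was 55.7 ± 33.8 CPM in BASC organoids (SD, n = 3) and 14.4 CPM in AT2 organoids. Vegfa, the only gene of the vascular endothelial growth factor-A pathway examined, was 697 ± 21.6 CPM (SD, n = 3) against 854 CPM, a log2 difference of -0.29, and all 3 BASC cultures were lower. Across all genes, the largest differences in the BASC direction were in the transcribed pseudogene Rpl10-ps1 and the pseudogene Gm8355, both at least 1140-fold higher, and in the antisense transcript AU040972, at least 1600-fold higher. These had at most 1 count in the AT2 culture. In the AT2 direction they were Tnxb (-5.95), Acan (-4.97) and the pseudogene Gm28439 (-4.88). The last rests on the mixed BASC culture, which had 0 counts, and was -0.86 without it. The cultures also differed in lineage, since basal marker genes were 5.14 higher in BASC organoids in 3 of 3 cultures.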

Within the distal lung epithelia, BASC‐derived Ad‐Cre organoids generally had higher gene expression in MYC targets,E2F targets, interferon‐*α* response, G2M checkpoints, mutant p53, and EGFR pathways and lower expression of EMT and vascular endothelial growth factor‐A signatures than the AT2‐derived Ad‐Cre organoids (Figure 3C).

Then, to further study the tumorigenic mechanisms during orthotopic transformation, we compared BASC‐ and AT2‐derived tumoroids post‐transplant with pretransplant. 

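The 7 AT2- and BASC-derived tumoroids were compared with the 4 distal Ad-Cre organoid cultures, and the autochthonous tumoroid was left out. The groups also differed in lineage markers. The basal marker score was 0.205 ± 2.47 in tumoroids (SD, n = 7) and 4.56 ± 3.05 in organoids (SD, n = 4, exact permutation p = 0.0273). The club and airway marker score was 2.44 ± 2.35 against 5.98 ± 2.27 (exact permutation p = 0.0455). Both lists fell short by camera (FDR = 0.0604 and 0.0663). Lineage therefore adds to platform and transplantation as a difference between the groups. Of 16139 genes tested, 3167 passed the threshold, 1751 higher and 1416 lower in tumoroids, and 5537 had an unadjusted p below 0.05. The 2 groups did not overlap for 15.6% of the genes, where chance gives 0.606%. The biological coefficient of variation was 0.555, and 69.5% of 200 simulated 4-fold changes were recovered in this design. Leaving out each sample in turn gave from 1973 to 3716 genes. The remaining settings gave from 1771 genes (1360 of them among the 3167) with offsets that took out the trends on GC content and gene length, an alternative chosen after seeing the data, to 4624 genes (3162 among the 3167) with DESeq2's Wald test.

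The genes that rose most, among those with an average log2 CPM of at least 3 and no overlap between groups, were Gata4, Tfap2b and Kcnh1. Gata4 (ENSMUSG00000021944) lies on chromosome 14 from 63198922 to 63271692 and rose from 0.0958 ± 0.104 CPM (SD, n = 4) to 16.8 ± 19.3 CPM (SD, n = 7), a log2 fold change of 7.35 (SE 1.38, adjusted p = 0.00517 by edgeR). Tfap2b (ENSMUSG00000025927, chromosome 1, 19208914 to 19238576) had a log2 fold change of 6.25 (SE 1.29, adjusted p = 0.00798), and Kcnh1 (ENSMUSG00000058248, chromosome 1, 192190774 to 192510159) one of 5.72 (SE 0.993, adjusted p = 0.00374). Of the genes that fell most, the processed pseudogenes Gm11518 and Gm10240 had 0 counts in all 7 tumoroids and were at least 286-fold and at least 164-fold lower (adjusted p = 0.00102 and 0.000418 by edgeR). Both were present in every organoid culture and at 0 CPM in the autochthonous tumoroid, which was not transplanted. Their absence was therefore not particular to tumoroids from transplants, and platform is not ruled out as its source. Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872) fell from 745 ± 800 CPM (SD, n = 4) to 0.0491 ± 0.0728 CPM (SD, n = 7), a log2 fold change of -13.85 (SE 1.55, adjusted p = 0.000613). In values scaled over all 18 samples, Reg3g was 1796 CPM in the mixed, 1084 in the bronchiolar and 202.3 in the alveolar BASC organoids. It was 3.19 CPM in the AT2 organoids with Ad-Cre, so the size of the fall rests on the BASC cultures. On the list of 32 genes, 31 were tested and 9 passed both with adjustment over the list and over all genes, with 10 at an unadjusted p below 0.05. Among them Trp53, Ezh2, Akt1 and Hdac6 rose, and Rb1, Met, Pik3ca and Xist fell. With GC-corrected offsets Trp53, Akt1, Rb1 and Pik3ca no longer passed, and with a sample left out Trp53 fell short in 4 of 11 fits and Ezh2 in 1.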

Although the pre‐ and post‐transplant samples were sequenced at different platforms (see the Experimental Section),principal component analysis did not detect obvious confounding variables separating these two platforms. 

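Principal components were computed on the log2 CPM of the 18 samples. Component 1 held 54.6% of the variance and component 2 held 12.4%, followed by 8.12% and 5.68% for components 3 and 4. The grouping of the 10 organoid and 8 tumoroid samples by platform accounted for 57.5% of the variance along component 1, 26.7% along component 2, 11% along component 3 and 1.28% along component 4. On each of these 4 components taken singly the 2 platforms overlapped. Component 1 also followed lineage, and its correlation across the 18 samples with a score of AT2 marker genes was 0.922 and with a score of basal marker genes -0.979. Component 2 followed a score of fibroblast marker genes (r = -0.913). These correlations pool samples of both platforms that lie in separate clusters. Every organoid was sequenced on one platform and every tumoroid on the other. Within the tumoroid platform only the single autochthonous tumoroid was not transplanted, so the relation of a component to transplantation could not be recomputed there.

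Across the genes tested between tumoroids and Ad-Cre organoids, the log2 fold change had a Spearman correlation of 0.373 with transcript GC content and of -0.234 with gene length. Genes are not independent replicates. With the trend of each sample on GC content taken out, an alternative chosen after seeing the data, 1859 genes passed the threshold, 1571 of them among the 3167 found without the correction.

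**Figure D1:**
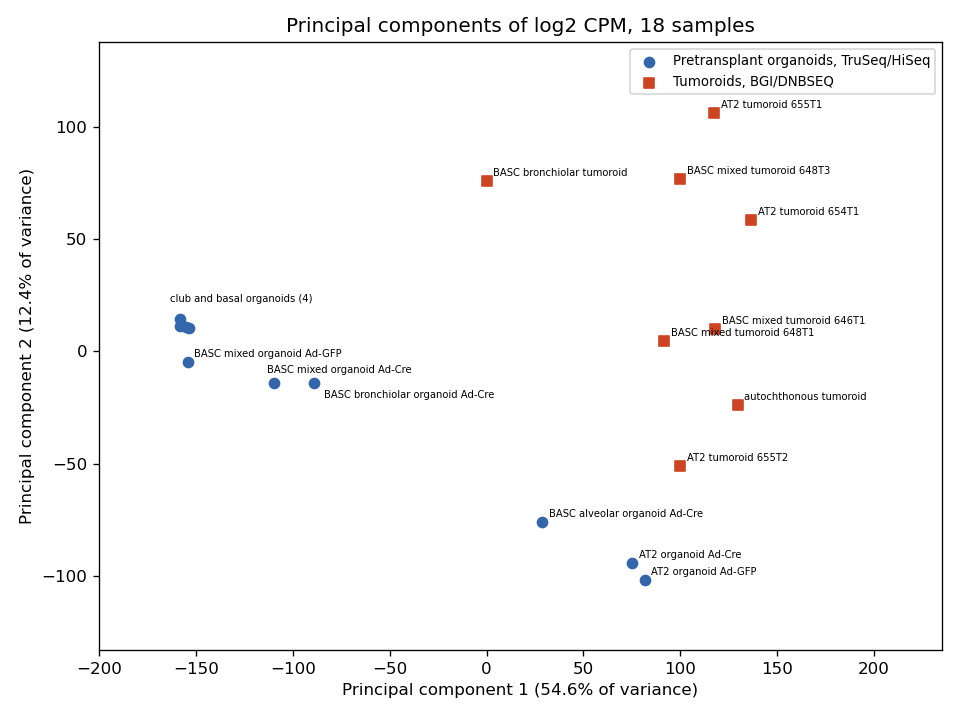
Principal components 1 (54.6% of the variance) and 2 (12.4%) of log2 CPM for the 18 samples, with organoids as blue circles and tumoroids as red squares. The tumoroids lie apart from the organoids in this plane, although the ranges of the 2 platforms overlap on each axis, and the bronchiolar BASC tumoroid lies between the other tumoroids and the airway-like organoids on component 1.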

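A list of 50 MYC target genes had a median log2 fold change of 0.60 between the 7 post-transplant tumoroids and the 4 pretransplant distal Ad-Cre cultures, with 45 genes higher (camera FDR = 1.23e-10). Its score was 6.00 ± 0.08 (SD, n = 7) against 5.43 ± 0.32 (SD, n = 4), above the pretransplant mean in 7 of 7 tumoroids (exact permutation p = 0.00303, the smallest that 330 splits allow). Of the 50 genes 24 passed the adjusted threshold, all of them higher. The MTORC1 list of 46 genes had a median of 0.32 with 35 genes higher (FDR = 0.00278), 7 of 7 tumoroids above the pretransplant mean (exact permutation p = 0.0212) and 10 genes past the threshold. The list of 55 DNA repair genes had a median of 0.34 with 41 genes higher (FDR = 1.69e-06), 7 of 7 tumoroids above the mean (exact permutation p = 0.00303) and 22 genes past the threshold, 21 of them higher. The S phase and G2M lists moved more, with medians of 0.97 (FDR = 2.59e-18) and 1.14 (FDR = 2.41e-23), and 7 of 7 tumoroids above the mean in both. The EMT list of 52 genes had a median of -0.42 with 14 genes higher (FDR = 0.00112) and 7 genes past the threshold, 1 of them higher. Its score was below the pretransplant mean in 6 of 7 tumoroids but varied more than it differed (6.56 ± 1.03 against 7.54 ± 0.26, exact permutation p = 0.112). With the fibroblast marker score as a covariate, an alternative chosen after seeing the data, the EMT median was -0.046 (FDR = 0.769, with a range over all alternatives from 1.4e-06 to 0.769). The list of 28 ERK target genes, used for the EGFR set, had a median of 0.29 with 18 genes higher, short of the threshold (FDR = 0.243), with 4 of 7 tumoroids above the mean (exact permutation p = 0.545) and 2 genes past the threshold, both higher. With the correlation between genes estimated from the data, the FDR was 0.229 for the MYC, MTORC1 and DNA repair lists, the upper end of each range, and the lower ends were 1.1e-14, 0.000964 and 4.49e-08. Gene sets for RB deletion were not analysed here.

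Cad (log2 fold change 1.90, SE 0.326, adjusted p = 0.00363 by edgeR) and Srm (1.47, SE 0.141, adjusted p = 0.000341) rose most among the MYC targets. Srm was 45.3 ± 5.86 CPM in tumoroids (SD, n = 7) and 16.4 ± 1.86 CPM before transplantation (SD, n = 4). The largest rises in the MTORC1 list were those of Slc2a3 (4.39, SE 1.26, adjusted p = 0.032, with a range over all alternatives from 3.04e-05 to 0.152) and Phgdh (1.91, SE 0.286, adjusted p = 0.00191), and in the DNA repair list that of Pole (1.93, SE 0.321, adjusted p = 0.00314). Among EMT genes Ccn2 fell most (-2.70, SE 0.887, adjusted p = 0.0542, with a range from 0.0014 to 0.156), and among ERK targets Dusp4 (1.19, SE 0.398, adjusted p = 0.0565, with a range from 0.0121 to 0.167) and Etv5 (1.10, SE 0.592, adjusted p = 0.216) rose most. Of the genes that head these pathways, Myc had a log2 fold change of 0.93 (SE 0.5, adjusted p = 0.214) and Mtor of -0.16 (SE 0.104, adjusted p = 0.299). With GC-corrected offsets Mtor fell by 0.40 (adjusted p = 0.0478, with a range over all alternatives from 0.0478 to 0.582). Rb1 fell by 0.76 on the log2 scale (SE 0.157, adjusted p = 0.00788), but by 0.35 (adjusted p = 0.176, with a range over all alternatives from 5.69e-05 to 0.238) with GC-corrected offsets.

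**Figure D2:**
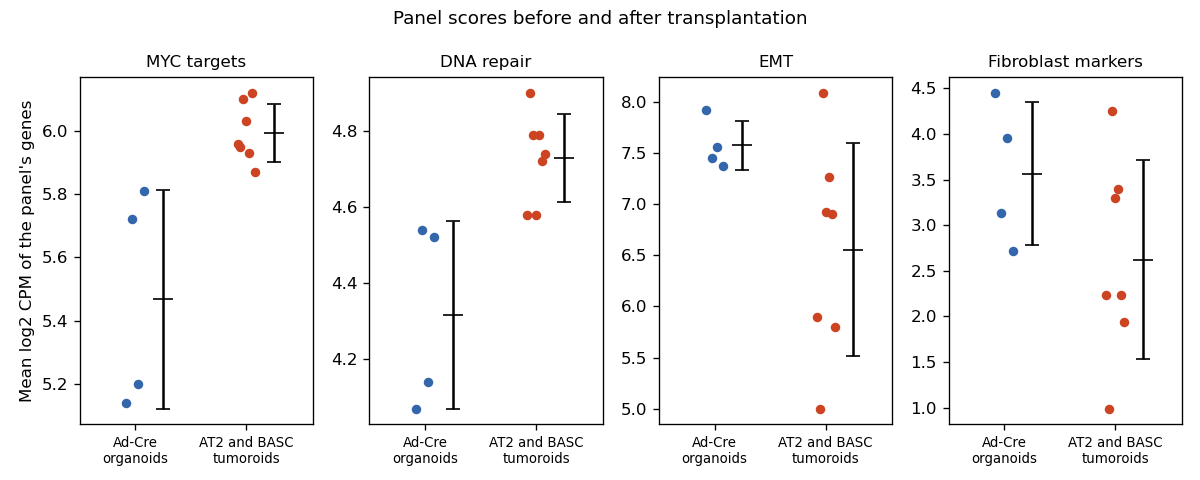
Scores of the MYC target, DNA repair, EMT and fibroblast marker lists (mean log2 CPM of the genes, scaled over all 18 samples) in the 4 distal Ad-Cre organoid cultures and the 7 AT2- and BASC-derived tumoroids. Points are samples and bars are the mean and SD, and the vertical axes do not start at 0. All 7 tumoroids lie above the 4 organoid cultures for the MYC target and DNA repair lists, while the tumoroids spread widely for the EMT and fibroblast lists.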

GSEA results then indicated that the gene sets relevant to MYC proto‐oncogene, bHLH transcription factor (MYC) targets, mechanistic target of rapamycin kinase (mTOR) signaling, DNA repair, and deletion of RB were higher in post‐transplant tumoroids than in pretransplant, while epithelial to mesenchymal transition (EMT), EGFR, and KRAS upregulated gene signatures were less enriched (Figure S2C, Supporting Information). Genes that decrease when embryonic ectoderm development (EED) or enhancer of zeste 2 polycomb repressive complex 2 subunit (EZH2) are depleted in human fibroblasts were upregulated in post‐transplant tumoroids, suggesting that during transplantation, expression or enzymatic function of Polycomb Repressive Complex 2 (PRC2) may be increased. 

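The sets of genes that depend on EED or EZH2 were not analysed here, but the transcripts of the PRC2 subunits were. Ezh2 (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341) was 62.9 ± 16.5 CPM in the tumoroids (SD, n = 7) and 31.8 ± 9.39 CPM in the Ad-Cre organoids (SD, n = 4). Its log2 fold change was 0.98 (SE 0.246, adjusted p = 0.0182 by edgeR) and the groups did not overlap. With the autochthonous tumoroid included it was 0.88 and just short of the threshold (adjusted p = 0.0516, with a range over all alternatives from 0.0017 to 0.0589). Eed (ENSMUSG00000030619, chromosome 7, 89954654 to 89980983) was 43.3 ± 7.43 CPM against 40.2 ± 6.33 CPM, a log2 fold change of 0.11 (SE 0.164, adjusted p = 0.682) that was smaller than the spread between samples. Suz12 (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) was 80.6 ± 17.5 CPM against 104 ± 12 CPM, a log2 fold change of -0.37 (SE 0.168, adjusted p = 0.148). It was 0.02 with GC-corrected offsets and -0.50 with the fibroblast score as a covariate (adjusted p = 0.0495, with a range over all alternatives from 0.0495 to 0.95). From the rise of EED- and EZH2-dependent gene sets in the tumoroids, the paper proposes that expression or enzymatic function of PRC2 may be increased during transplantation.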

To link this discovery to clinical samples, we investigated the gene signature changes between EGFR mutant tumor samples (including L858R, T790M mutations or exon 19 deletions) and normal lung tissues. Excitingly, out of the 15 gene signatures, 14 signatures were enriched in the same direction in both the mouse and human datasets, and 11 signatures were significantly enriched in the human dataset in the same direction as expected from the mouse experiment (Figure S2D, Supporting Information). Therefore, these signaling pathways regulated during the in vivo transformation may serve as potential therapeutic targets when combined with EGFR inhibition.

Furthermore, to interrogate the difference between bronchiolar and alveolar tumors, we then compared the transcriptional phenotypes of bronchiolar tumoroids derived from BASCs with alveolar tumoroids from either BASCs or AT2 cells according to the expression of their lineage markers. 

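The bronchiolar tumoroids were a single culture, from bronchiolar BASCs, and were set against the 3 AT2-derived and 3 mixed BASC-derived tumoroids taken as alveolar, so no test was possible. Values are log2 CPM of the bronchiolar tumoroid minus the mean of the other 6. Sftpc, which encodes SPC, was 1668 CPM in the bronchiolar tumoroid and 28030 ± 22000 CPM in the alveolar tumoroids (SD, n = 6), a log2 difference of -3.71. Scgb1a1, which encodes CCSP, was 2347 CPM against 128 ± 295 CPM (7.87), Sox2 was 150 CPM against 4.74 ± 8.65 CPM (6.72) and Krt5 was 143 CPM against 0.0904 ± 0.153 CPM (9.94). Trp63 (5.20) and Foxj1 (5.98) were also higher. In each of these 6 genes the bronchiolar tumoroid lay outside the range of the alveolar ones. The list of 10 AT2 markers was lower by a median of -2.67, and the lists of club and airway markers (4.44) and of basal markers (6.01) were higher, each against 6 of 6 alveolar tumoroids.

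Across all genes with a mean of at least 10 CPM, the largest rises were those of Scgb3a2 (918 against 0.0824 ± 0.181 CPM, a log2 difference of 12.75), Krt6a (10.75) and Krt14 (10.71). Tnxb was lower (-6.21), and the processed pseudogene Gm5537 and the gene Phf24, with 0 counts in the bronchiolar tumoroid, were at least 657-fold and at least 119-fold lower.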

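In the single bronchiolar tumoroid, the list of 45 TNF-α response genes was higher than in the 6 AT2-derived and mixed BASC-derived tumoroids by a median log2 difference of 0.88. It was higher than each of the 6, by 0.54 to 1.71, and above 100% of 10000 random lists of genes with similar expression. The list of 28 ERK target genes, used for the EGFR set, was 0.52 higher, from 0.211 to 0.67 against the single tumoroids, and also above 100% of the random lists. Reactome's pathways in place of the lists moved these values most, to 0.33 for TNF-α signaling, to 0.068 for TGF-β signaling and to -0.097 for EGFR signaling in place of the ERK list. The TGF-β list was 0.33 higher, in 6 of 6 comparisons and above 99.8% of the random lists, while the EMT list was -0.063, at percentile 8.47, with 3 comparisons in either direction. Il1a (7.00) and Cxcl5 (4.13) had the largest log2 differences in the TNF-α list, and Itga2 (2.60) and Lif (2.15) in the ERK list. Cxcl5 was 1218 CPM in the bronchiolar tumoroid and 203 ± 357 CPM in the others (SD, n = 6). Transcripts of the mouse Egfr gene, which is separate from the human transgene, were 77.1 CPM against 23.2 ± 21.2 CPM (SD, n = 6), a log2 difference of 2.46. Sets for mutant p53, BMI1 deletion and PRC2 were not analysed here.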

GSEA results demonstrated that bronchiolar tumoroids had transcriptional enrichment in TNF‐*α*, KRAS, mutated p53, EGFR, BMI1 deletion, and PRC2 activity associated pathways versus alveolar tumoroids (Figure 3D). Conversely, alveolar tumoroids expressed higher E2F targets and G2M checkpoint genes than bronchiolar tumoroids. 

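The S phase list of 43 genes, used for the E2F targets, was lower in the bronchiolar tumoroid by a median log2 difference of -0.63, with 4 genes higher. It was lower than each of the 6 alveolar tumoroids, by -0.819 to -0.393. For the G2M list of 54 genes the median was -0.58, with 7 genes higher, and the single comparisons ran from -0.918 to -0.268. Both values lay below every one of the 10000 random lists. The S phase value was reversed (0.021) with Reactome's S phase pathway in place of the list, while the G2M value kept its direction under all 7 alternatives (from -0.61 to -0.37). Ccne2 (-1.14) and Cdc45 (-1.08) had the largest falls in the S phase list, and Bub1 (-1.40) and Gas2l3 (-1.05) in the G2M list. Bub1 was 16.8 CPM in the bronchiolar tumoroid and 45.6 ± 11.5 CPM in the alveolar tumoroids (SD, n = 6).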

Together, these data displayed that in vitro activation of *EGFR* T790M/L858R mutations and in vivo orthotopic transformation drove distinct transcriptional landscapes in cells with different cellular origins.

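The response to Ad-Cre was compared between the distal lung and the trachea with an interaction term of region and virus, a test chosen after seeing the data. Of 19350 genes, 0 passed the adjusted threshold for the interaction and 155 had an unadjusted p below 0.05, so no single gene was shown to respond differently. Across 16940 genes tested in both regions, the log2 fold changes had a Spearman correlation of 0.0347 and 0 genes passed in both. At the level of gene lists, 6 of 11 passed camera for the interaction. The EMT (-0.29, FDR = 4.08e-06), TGF-β (-0.26, FDR = 7.93e-05), ERK (-0.21, FDR = 0.0236) and interferon-α (-0.012, FDR = 0.0289) lists had a negative median interaction, a lower log2 fold change in the trachea than in the distal lung. The S phase (0.29, FDR = 0.000114) and G2M (0.32, FDR = 2.2e-05) lists had a positive one. These values are medians of the interaction on the log2 scale, and that of interferon-α was too small to give a clear direction. The fit did not use the matched pairs. In the 8 matched cultures, with culture as a block, the ERK list no longer passed (-0.15, FDR = 0.1). The other 5 lists passed in the same direction, with interferon-α at -0.63 (FDR = 2.16e-11). By their medians, the S phase and G2M lists fell in the distal lung and rose in the trachea, the EMT and TGF-β lists did the opposite, and the ERK list rose in both. Most of these directions were not stable. Without the mixed BASC Ad-GFP culture the distal change of each of these lists was reversed. The tracheal S phase and G2M changes were reversed without the club Ad-GFP culture (-0.062 and -0.063). The tracheal TGF-β change (-0.019) was reversed with Reactome's pathway (0.025) and without the club Ad-Cre culture (0.077). The interferon-α list fell in the trachea, while its distal change had no stable direction and was reversed in the matched cultures, among other settings. The paper reports no such interaction and rests its conclusion on its own comparisons of organoids and of tumoroids. That conclusion is that activation of the mutations in vitro and transformation in vivo drove distinct transcriptional landscapes in cells of different origin.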

### 2.4 Bronchiolar and Alveolar Tumoroids Respond to Therapies Differentially

Next, to interrogate whether tumors with different cell fates have distinct sensitivities to therapies, especially TKIs, we performed dose‐response assessment on the bronchiolar and alveolar 3D tumoroids. First, we confirmed the expression of lineage markers of these tumoroids by RT‐PCR. As expected, BASC‐derived bronchiolar (BASC‐B) tumoroids had significantly lower expression of alveolar marker *Sftpc*, higher expression of the club cell marker *Scgb1a1*, and higher expression of proximal lung epithelial markers including *Sox2*, *Trp63*, *Krt5*, and *Foxj1* than the AT2‐derived alveolar (AT2‐A) tumoroids (**Figure** **4**A). Tumoroids of alveolar lineages also had higher expression of human *EGFR* transgene, despite having similar activity of the *Col1a1* locus (Figure S4A, Supporting Information). To ensure that all tumoroids were derived from *EGFR*‐donor mice, PCR on genomic DNA was performed on tail samples (recipient mouse), tumor samples and two different passages of each tumoroid culture (Figure S4B, Supporting Information). The results show that BASC‐B tumoroids, despite having lower *EGFR* expression, are definitely derived from *EGFR* donor mice. Intriguingly, BASC‐derived alveolar (BASC‐A) tumoroids expressed intermediate levels of both *Scgb1a1* and *Sftpc*, and intermediate levels of the proximal airway lineage markers *Trp63* and *Krt5*. This suggested that BASC‐A cells may be in a mixed lineage state, keeping the dual‐potential to become alveolar and bronchiolar cells during passages. Consistently, BASC‐A contained morphologically bronchiolar, alveolar, and mixed tumoroids (Figure 4B).

**Figure 4:**
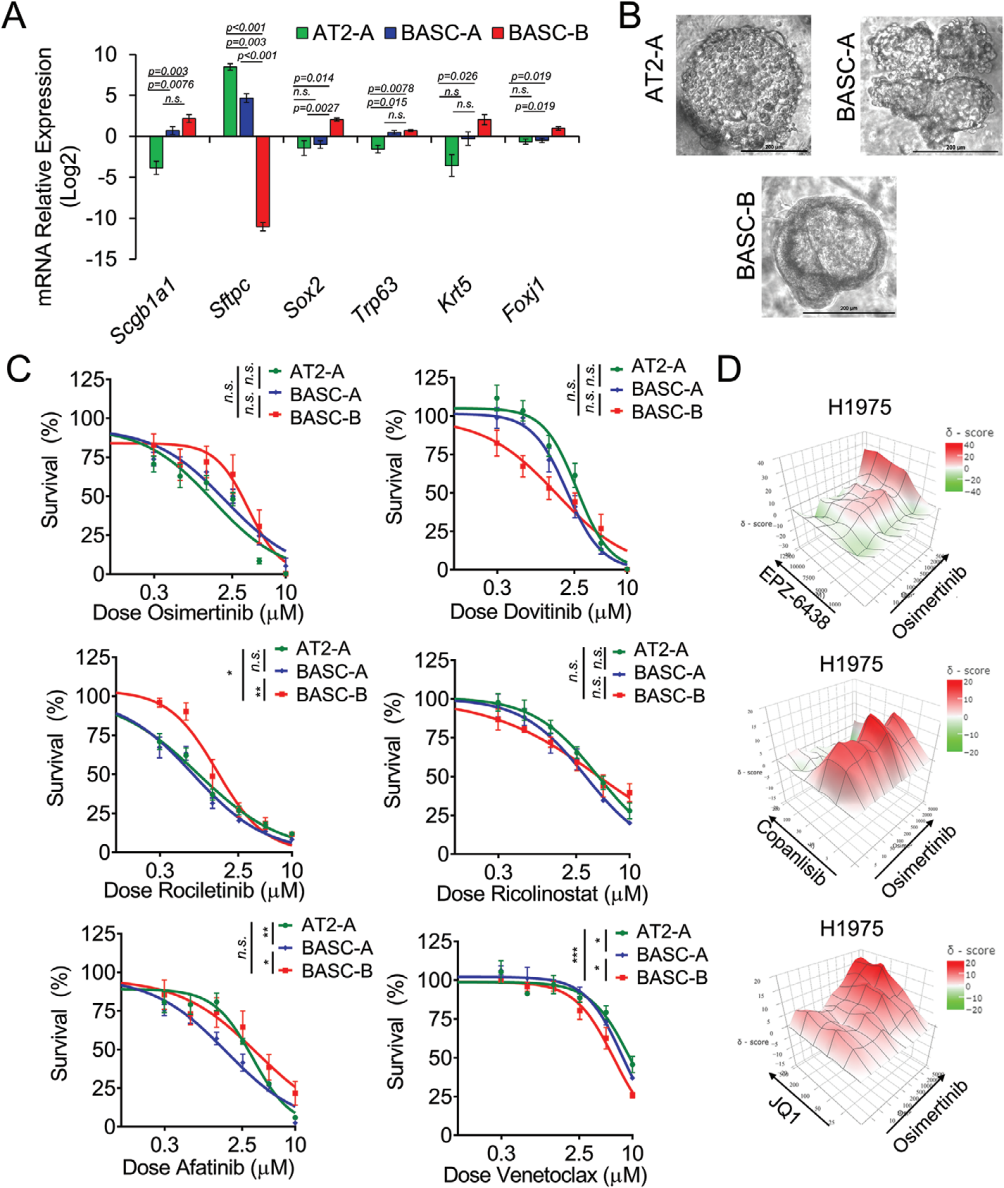
Bronchiolar and alveolar tumor organoids have distinct drug responses. A) Relative mRNA expression of lineage genes in the indicated mouse 3D tumoroids determined by RT‐qPCR, *n* = 4 experimental replicates for BASCs and *n* = 3 experimental replicates for AT2‐A, mean ± SEM is graphed. B) Representative bright field images of the indicated 3D tumoroids propagated in the transwells. C) Dose responses to drugs osimertinib, rociletinib, afatinib, dovitinib, ricolinostat, and venetoclax in the indicated tumoroids, *n* = 4 experiments. D) Heatmap of Bliss synergy scores of osimertinib combined with EPZ‐6438, copanlisib, and JQ1 in H1975 2D cultures with three separate experiments used to produce the final matrix. Overall Bliss scores with 95% confidence intervals were 1.36 ± 3.82 for osimertinib+EPZ‐6438, 3.36 ± 3.56 osimertinib+copanlisib, and 7.82 ± 2.49 osimertinib+JQ1. Most synergist area Bliss scores were 13.20 for osimertinib+EPZ6438, 9.06 for osimertinib+copanlisib, and 15.38 for osimertinib+JQ1.

Next, we tested first generation TKI erlotinib, second generation TKI afatinib, third generation TKIs osimertinib and rociletinib, pan‐receptor tyrosine kinase inhibitor dovitinib, HDAC6 inhibitor ricolinostat, and BCL2 apoptosis regulator inhibitor venetoclax on AT2‐A, BASC‐A, and BASC‐B tumoroids. Overall, tumoroids had lower IC_50_ values for third generation TKIs than the first and second generation TKIs (Figure S4C, Supporting Information). Interestingly, it showed that AT2‐A and BASC‐A tumoroids were significantly more sensitive to third generation TKI rociletinib than BASC‐B tumoroids in in vitro 3D culture (adjusted *p *= 0.02, and adjusted *p *= 0.0036, respectively, Figure 4C). BASC‐B tumoroids also had 2.5‐fold higher IC_50_ to osimertinib than AT2‐A. Similar results were observed in *EGFR TL‐*driven lung cancer previously, which the peripheral tumors were relatively more sensitive to HKI‐272, an irreversible EGFR inhibitor, than the bronchial tumors.^[^ ^22^ ^]^ No significant difference of IC_50_ values was observed in these tumoroids to afatinib. Expectedly, erlotinib did not manifest a potent therapeutic effect on these tumoroids with T790M mutation (Figure S4D, Supporting Information). On the contrary, BASC‐B were more responsive to dovitinib than the AT2‐A tumoroids. Venetoclax also harbored a lower IC_50_ in BASC‐B than BASC‐A and AT2‐A tumoroids (Figure 4C). Since the alveolar and bronchiolar tumoroids had the same mutations, these results suggested that different epigenetic states affected the drug vulnerabilities to TKIs and other therapies.

### 2.5 Combination Therapies Can Increase Osimertinib Response

Lastly, we aimed to detect potential therapies which could combine with and improve the therapeutic effect of TKIs in the relatively insensitive tumors. GSEA results comparing post‐transplant tumoroids with pretransplant organoids indicated that MYC, mTOR,and EZH2‐target pathways were enriched during the in vivo transformation. Therefore, we tested osimertinib combined with EZH2 inhibitor EPZ‐6438/tazemetostat, Bromodomain and Extra‐Terminal motif (BET) inhibitor JQ1, which was proved to suppress MYC function, or PI3K/AKT/mTOR pathway inhibitor copanlisib on *EGFR*‐mutant tumoroids and lung cancer lines.^[^ ^24^, ^25^, ^26^ ^]^ In the previous studies, EZH2 inhibition has been observed to reverse gefitinib resistance in EGFR‐wildtype lung cancer and synergize with HER2‐targeted breast cancer treatment but also showed conflicting results of conferring resistance to gefitinib in lung cancer.^[^ ^27^, ^28^, ^29^ ^]^ It has been reported that irreversible TKI synergized with the mTOR inhibitor rapamycin in peripheral and bronchial *EGFR TL* tumors.^[^ ^22^ ^]^ PI3K‐AKT‐mTOR inhibition was also reported to sensitize lung cancer cells to or overcome resistance to EGFR‐TKIs.^[^ ^30^, ^31^, ^32^, ^33^, ^34^, ^35^ ^]^ BET inhibition was reported to delay the acquired resistance to anti‐EGFR antibody in head and neck squamous cell carcinoma, and synergize with anti‐HER2 TKIs in lung cancer and breast cancer.^[^ ^36^, ^37^, ^38^ ^]^ The results showed that JQ1 and copanlisib combined with osimertinib led to significantly more potent inhibitory effect than using these drugs alone in BASC‐A tumoroids (Figure S4E, Supporting Information). EPZ‐6438 combined with osimertinib also induced a lower cellular survival than EPZ‐6438 alone, but not significantly lower than osimertinib alone. Then, we verified this synergistic effect in human cell lines PC9‐GR4 and H1975, which both possess the *EGFR T790M* mutation. H1975 also had *EGFR L858R* mutation. The synergy matrix of osimertinib combined with EPZ‐6438 displayed good synergist effect in PC9‐GR4 and H1975, while the osimertinib combined with copanlisib was additive in H1975, with marked synergism between 3 × 10^−9^ and 10 × 10^−9^ m copanlisib dosing, and synergistic in PC9‐GR4 (Figure 4D and Figure S4F, Supporting Information). JQ1 also had synergy with osimertinib in H1975 but not in PC9‐GR4, suggesting that the PC9‐GR4 cell line possibly harbors mutations antagonistic toward BET inhibition. Together, these data shed light on promising therapeutic combinations with third generation TKIs in *EGFR* mutant lung cancers.

## 3 Conclusion and Future Work

It is well known that EGFR activating mutations are predominant in lung adenocarcinoma but not in lung squamous cell carcinoma.^[^ ^39^ ^]^ In our model system, regardless of the cell‐of‐origin, the majority of the transplanted and autochthonous tumors expressed the alveolar type 2 cell marker surfactant protein C. Even EGFR‐activated bronchiolar BASCs, when transplanted, formed mainly alveolar tumors. In the similar EGFR TL mouse model driven by a *TetO* promoter, the bronchiolar tumors were readily observed in all four of the founder mice, and this is in contrast to the more rare SOX2+ tumors we observed in only four out of ten mice examined.^[^ ^22^ ^]^ The reason behind the difference might be because in our mouse model the EGFR TL mutations were inserted into the *collagen1a1* locus. 

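Expression of the collagen genes was set side by side in bronchiolar and alveolar samples, with genes whose mean was at least 1 CPM. Of 37 collagen genes in the tumoroids, 22 were lower in the bronchiolar BASC tumoroid than in the mean of the 6 AT2-derived and mixed BASC-derived tumoroids. The median log2 difference was -0.35. Of these genes 6 were lower than in each of the 6 tumoroids and 3 were higher than in each. In the Ad-Cre organoids, 25 of 36 collagen genes were lower in the bronchiolar BASC culture than in the mean of the alveolar BASC and AT2 cultures, with a median log2 difference of -1.20. There, 23 were lower than in both and 11 were higher than in both. Col1a1 (ENSMUSG00000001506) lies on chromosome 11 from 94936224 to 94953042. In the Ad-Cre organoids it was 1184 CPM in the bronchiolar BASC culture, lower than in the alveolar BASC (1368 CPM) and AT2 (2549 CPM) cultures. In tumoroids it was 872 CPM in the bronchiolar culture and 1348 ± 1570 CPM in the other 6 (SD), which ranged from 298 to 4407 CPM. The highest of these was the AT2 tumoroid 655T2, which also had the highest fibroblast marker score of the tumoroids (4.25). The log2 difference of Col1a1 in tumoroids was 0.05, smaller than the spread between those 6 tumoroids, and leaving out each of them in turn gave values from -0.25 to 0.53. Each comparison rests on 1 bronchiolar culture, and no test was possible. The fibroblast marker score was 4.45 in the AT2 and 3.96 in the alveolar BASC organoids with Ad-Cre, against 2.72 in the bronchiolar BASC organoids. In the bronchiolar tumoroid it was 2.24, within the range of the other 6 (0.99 to 4.25). RNA of the mesenchymal support cells in the cultures is therefore not ruled out as a source of these collagen values.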

The differentially expressed genes of RNA‐sequencing data indicated that genes related to various types of collagen proteins, including *Col1a1*, were more frequently expressed in the alveolar cells than the bronchiolar cells, possibly indicating a slight preference for oncogenic EGFR to be more highly expressed in alveolar lung cells. Also, interestingly, the tumor burdens of bronchiolar‐derived tumors were larger than the alveolar‐derived tumors. It is known that both club cells and BASCs can give rise to alveolar cells.^[^ ^3^, ^40^, ^41^ ^]^ Research demonstrated that AT2 cells might not be the major contributor of the regeneration of lung epithelium after bleomycin injury, while CCSP‐expressing cells may play a significant role in this process.^[^ ^3^, ^42^, ^43^, ^44^ ^]^ These data suggest that BASCs possess a potent potential for alveolar cell differentiation and could serve as cells‐of‐origin for diverse tumor types.

We also discovered that basal and club cells from the mouse trachea were unable to yield intratracheally transplantable organoids when EGFR TL mutation was activated ex vivo. As lung squamous cell carcinoma is proposed to originated from basal cells, it implied that EGFR‐mutant squamous cell carcinomas might be derived from trans‐differentiation of lung adenocarcinoma.^[^ ^4^ ^]^ However, the mechanism of why basal and club cells could not develop in vivo tumors needs further study. It might be because EGFR TL mutation drove mainly alveolar tumors, the cell type to which basal and club cells could not easily give rise. Another possibility is that trachea‐derived cells lack the ability to engraft in the intratracheal instillation model that we employed. Lastly, according to the GSEA results, the basal and club cells did not significantly upregulate the EGFR signaling pathway when EGFR TL mutations were activated by adeno‐Cre virus, which likely reflects a different response to the oncogene that may explain the lack of engraftment of these cells.

The dose curve assays showed that bronchiolar and alveolar tumors respond differentially to TKIs and other therapies. Especially, the third generation TKI osimertinib and rociletinib targeting T790M gatekeeper mutation were both more effective in the AT2‐derived alveolar tumoroids than the BASC‐derived bronchiolar tumoroids. One possible theory is that bronchiolar and alveolar cells possess different compositions of EGFR homo‐ and heterodimers, so that they have different sensitivities to reversible, irreversible, and mutant‐selective TKIs.^[^ ^22^ ^]^ Gene expression suggests that *EGFR* is less expressed in bronchiolar tumoroids; however, the EGFR signaling pathway was more enriched in the bronchiolar tumoroids than the alveolar ones. Therefore, the bronchiolar cells might require higher dose of osimertinib and rociletinib to achieve the same level of EGFR repression. The result may also be intrinsic to the SOX2+ nature of the bronchiolar organoids, as research in human cell lines has suggested SOX2 plays a role in osimertinib resistance.^[^ ^45^ ^]^ However, the clinical relevance of this finding will require further investigation, including in vivo experiments testing the response of each tumor lineage to systemic therapy.

## 4 Experimental Section

### Cell Culture

Human cell lines H1975 and PC9‐GR4 were propagated in Roswell Park Memorial Institute 1640 media (RPMI 1640 media) (Gibco, #11875‐093) with 8–9% fetal bovine serum (VWR), glutaMAX (Gibco, #35050‐079), and penicillin/streptomycin (Gibco #15140‐122) at 37 °C, 5% CO_2_. Both lines were authenticated by IDEXX CellCheck9. Mouse sorted lung organoids or dissociated tumor cells were resuspended in Dulbecco's Modified Eagle Medium/Nutrient Mixture F‐12 media (DMEM/F12 media) (Gibco #11330‐057) containing penicillin/streptomycin, glutaMAX, 8–9% fetal bovine serum and 0.9x Insulin/transferrin/selenium mixture (Corning or Gibco), mixed with growth factor‐reduced Matrigel (Corning) and low passage neonatal lung mesenchymal support cells, and pipetted into a 24‐well 0.4 µm Transwell insert (Corning, #CLS3470). Plasmocin was added into cultures regularly. To passage organoids or assess cell viability, media in the lower chamber was aspirated and 100–150 µL of Dispase (Corning, #42613‐33‐2) was added to the disc of Matrigel to be liquefied. After Matrigel dissolved, organoids were collected and trypsinized for passages or aliquoted to 96‐well black plates for 3D CellTiter‐Glo assays.

### Histology and Immunofluorescence Staining

Mouse tumors or 3D organoids were collected and fixed in 10% neutral‐buffered formalin overnight at room temperature and then transferred to 70% ethanol, embedded in paraffin and sectioned. 3D organoids were immobilized in Histogel before embedding and sectioning. Hematoxylin and eosin stains were performed in the Biospecimen Procurement and Translational Pathology Shared Resource Facility (BPTP SRF) of the University of Kentucky Markey Cancer Center. Images of H&E stained slides were scanned with an Aperio slide scanner, white space and trachea/esophagus/lymph nodes masked, and then were auto‐contrasted and saved as grayscale images. Then the tumor burden (ratio of tumors to the whole lung lobes) was calculated in ImageJ software. Immunofluorescence staining were done as described previously.^[^ ^23^ ^]^ The slides of tumors or organoids were immunostained with primary antibodies for CCSP (Millipore ABS1673), pro‐SPC (Millipore ABS3786), Acetylated‐tubulin (SIGMA T7451), KRT5 (Biolegend PRB‐160p), EGFR (Bethyl IHC‐00005) and SOX2 (R&D Systems AF2018), and secondary antibodies donkey antimouse Alexa Fluor 488, antigoat Alexa Fluor 488, antirabbit Alexa Fluor 594, antigoat Alexa Fluor 594, antirabbit Alexa Fluor 647 and antigoat Alexa Fluor 647, and mounted with ProLong Gold Mounting media with 4′,6‐diamidino‐2‐phenylindole (DAPI). Fluorescence images were captured on Nikon Ti‐Eclipse inverted microscope. Exposures and look‐up‐tables were matched for all images of each stain at each magnification, with the exception of DAPI look‐up‐tables that were set for best visualization.

### Quantitative RT‐PCR, RNA‐Sequencing, and GSEA

RNAs from 3D organoids were isolated using Absolutely RNA kits (Agilent) and cDNAs were made with the SuperScript III (Invitrogen). Relative gene expression of lineage markers was detected with Taqman probes on Quant Studio 3 Real‐Time PCR system. Relative expression of genes of interest was calculated by (Ct_ref_ − Ct_exp_) where the reference Ct is the average of all Ct values for the gene of interest from all replicates and samples, then normalized the multiplexed house‐keeping gene *Gapdh* and graphed on the log2 scale (Figure 4A and Figure S4A, Supporting Information) or to one experimental replicate of the GFP‐infected cells (Figure S2D, Supporting Information). One organoid sample was excluded due to very high *Gapdh C*_t_ values that indicated degraded sample. Statistics were performed on log2 data by two‐tailed Student's *T*‐test and corrected for multiple comparisons by Holm–Sidak *p*‐value adjustment for each gene. Probes were: *EGFR* Hs01076092_m1, *Col1a1* Mm00801666_g1, *Trp53* Mm01731290_g1, *Scgb1a1* Mm00442046_m1, *Sftpc* Mm00488144_m1, *Sox2* Mm03053810_s1, *Trp63* Mm00495793_m1, *Krt5* Mm01305291_g1, *Foxj1* Mm01267279_m1, and *Gapdh* endogenous control 4352339E. RNA samples from organoids were also sent for sequencing in the University of Kentucky Oncogenomics Shared Resource Facility (for pretransplant organoids) or by Beijing Genomics Institute (for post‐transplant tumoroids). Sequencing reads were trimmed and filtered using Trimmomatic (V0.39) to remove adapters and low quality reads.^[^ ^48^ ^]^ Reads of mouse samples were mapped to Ensembl GRCm38 transcripts annotation and normalized by RNA‐Seq by Expectation‐Maximization (RSEM) and R package edgeR.^[^ ^49^, ^50^ ^]^ Gene set enrichment analysis was performed with GSEA version 4.1.0 with gene expression vsd‐normalized by DESeq2 R package.^[^ ^51^, ^52^ ^]^ Mouse genes were mapped to human orthologs by Mouse‐ENSEMBL_Gene_ID_to_Human_Orthologs_MSIGDB.v7.4 chip and queried for Hallmarks (h.all.v7.4) and Oncogenic signatures (c6.all.v7.4) (Table S1, Supporting Information). Results were graphed by bar plots using normalized enrichment scores and false discovery rate (FDR)*q*‐values (*q < 0.05* as significant difference). Human genes from the caner genome atlas (TCGA) were mapped to Human_ENSEMBL_Gene_ID_MSigDB.v7.4.chip. To examine pathway changes in the EGFR mutant lung cancer, gene expression data were analyzed from TCGA lung adenocarcinoma database.^[^ ^46^ ^]^ The gene expression raw counts and somatic mutation data were downloaded using TCGAbiolinks including 230 lung adenocarcinoma and 59 normal samples.^[^ ^47^ ^]^ In all, 18 EGFR mutant tumors with L858R, T790M mutations, or exon 19 deletions were identified. GSEA was performed comparing the EGFR mutant patient tumors (*n* = 18) versus normal patient samples (*n* = 59).

### Flow Cytometry Analysis and Sorting

Single cell suspensions of murine lung and tracheal cells were stained using rat‐antimouse antibodies including antimouse‐EpCAM‐PECy7 (BioLegend), antimouse‐CD31‐APC (BioLegend), and antimouse‐CD45‐APC (BioLegend), anti‐NGFR (AbCAM primary, antirabbit‐PE secondary), and anti‐Sca1/Ly6A (BioLegend). Live cells were gated by exclusion of DAPI positive cells (Sigma, #D9542). All antibodies were incubated for 10–15 min at 1:100 dilutions. Cell sorting was performed with a Sony iCyt with a 100 µm nozzle, and the sorted cells were collected for further 3D culture. Cell infections were performed as described.^[^ ^7^ ^]^ Briefly, sorted cells were incubated in 100 µL of 6 × 10^7^ pfu mL^−1^ adeno‐Cre or adeno‐GFP virus (University of Iowa) in complex media for 1–2 h at 37 °C, 5% CO_2_. Cells were then washed by pelleting and resuspending prior to being plated in transwells with Matrigel and low passage neonatal lung mesenchymal support cells.

### Animal Work

All care and treatment of experimental animals were approved by the University of Kentucky Institutional Animal Care and Use Committee guidelines. Cohorts of both male and female mice were used for autochthonous tumor experiments, and no sex differences were noted. Adult mice received 2.9 ×10^7^ PFU adeno‐Cre virus (University of Iowa). Immunocompromised mice (Nude, *Foxn1* ^Nu/Nu^) were used for orthotopic intratracheal instillation with AdenoCre‐treated organoids. Mice at endpoint due to high tumor burden were used for the overall survival graph. Each mouse received ≈1.3 × 10^5^ dissociated organoid cells by inhalation of cells through catheter inserted in trachea. Six nude mice were excluded from final analysis due to development of lymphoma or early unexplained death. Tumors and resulting organoids were confirmed to be derived from donor mouse cells by genomic DNA PCR using 150 ng of template DNA and the following primer pairs: Control Locus (*Ezh2*) F: 5’‐CCCATGTTTAAGGGCATAGTGACATG‐3’ Control Locus (*Ezh2*) R: 5’‐ATGTGC AGGTCAGTCAGCAACTTCAG‐3’ Human *EGFR* knock‐in F: 5’‐CCCGTCGCTATCAAGGAATTA‐3’ Human *EGFR* knock‐in R: 5’‐GACATCACTCTGGTGGGTATAG‐3’. PCRs were visualized on 2% agarose gels with 100 bp DNA ladder (Invitrogen).

### 3D Cell Viability Dose Response Assay

The EGFR organoids previously maintained in transwells of 24‐well plates were disposed, washed, digested with trypsin. Cells were seeded in 20 µL of Matrigel to 384‐well Corning Spheroid microplates at 200–300 cells per well together with 5000 cells per well of mouse endothelial cells. A 10 µL of medium was applied to the top of Matrigel. After culturing for 3 d when there appeared noticeable organoids under microscope, 20 µL of drug solutions were added to the wells. After treatment for 3 d, cell viability was measured with CellTiter‐Glo 3D (Promega). Briefly, 25 µL of GellTiter‐Glo 3D lysis buffer was added to each well. After being racked on a platform for 5 min and incubated at room temperature for 25 min, the luminescence signal was measured in Cytation5 luminometer. Values were normalized to vehicle controls for each drug's columns to yield percent survival, and drug doses converted to a log scale for graphing as log(inhibitor) versus response − variable slope (four parameters). Bottoms were constrained to zero and vehicle wells were set to 1E‐10. P values comparing IC_50_ values were extracted and corrected with Holm–Sidak *p* value adjustment for each drug.

### Synergy Assay

For synergy assays, adherent cells were plated in 96 well format and treated with a matrix of drug doses, and at 4 d, CellTiter Glo was used to measure cells in each well. The percentage survival for drug combinations for three independent replicate experiments were input as replicates to https://synergyfinder.fimm.fi/ to calculate Bliss synergy scores (readout: viability; baseline correction: yes) and display 3D a synergy heatmap (>1 means additive response, >10 means synergism).^[^ ^53^ ^]^

### Statistics and Reproducibility

All graphed data were presented as mean ± standard error of the mean (s.e.m.) unless otherwise noted. For RT‐qPCR, dose response assays and synergy matrix, 3‐6 independent replicate experiments were used to generate averaged data. Exact *n* are indicated in figure legends. Exact data handling for RT‐qPCR and dose response assays are described in their experimental sections. Unless indicated, *p* values represent 2‐tailed Student's *t*‐test with equal variance that were used to compare continuous outcomes between two experimental groups and data passed a Shapiro‐Wilk test for normality, with the exception EGFR transcript data for BASC‐B of Figure S4A for which a Mann Whitney U test was used. Kaplan‐Meier curves and Mantel Cox log‐rank tests were used for survival outcomes. A p value less than 0.05 was considered statistically significant, and Holm‐Sidak adjusted p‐values are shown for Figures 4A,C and Supplementary Figure 4A. Statistical analyses were carried out using Excel or GraphPad Prism.

## Author Contributions

The author contribution is as follows: conceptualization (F.C., C.W., J.L., H.N.B.M., R.M.F., and C.F.B.); data curation (J.L., F.C., C.F.B., and C.W.); formal analysis (F.C., J.L., R.M.F., and C.F.B.); funding acquisition (H.N.B.M., C.W., and C.F.B.); data acquisition and processing (F.C., X.S., A.R.E., K.J.N., A.L., and C.F.B.); generation of the EGFR TL conditional mouse model (H.Z. and K.‐K.W.); bioinformatics and biostatistics (R.M.F., H.N.B.M., J.L., C.W.); writing—original draft (F.C. and C.F.B.); Writing—review and editing (F.C., R.M.F., H.N.B.M., and C.F.B.). We also thank D. Gilbreath in the Markey Cancer Center Research Communications Office for graphic designs.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The RNA‐sequencing data for study are available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database under GSE180360. The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

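RNA sequencing of 18 mouse cultures was analysed, 10 of pretransplant organoids and 8 of tumoroids. Conditions were taken from the sample labels and from the names that the paper gives to the cell populations. The AT2-derived tumoroids carry a sorting label of NGFR-negative cells beside an AT2 origin, and were placed by their origin. Some tumoroid labels share a number, 1 of them across the bronchiolar and mixed BASC groups, and do not say whether those tumoroids came from the same mouse. All 7 tumoroids from transplants were counted as separate samples, so tests with them hold only if they are independent. The authors trimmed and filtered the reads with Trimmomatic (V0.39), mapped them to the Ensembl GRCm38 transcripts and deposited, for each sample and gene, the expected count that RSEM estimated, without normalization between samples. The authors also deposited RSEM's TPM, a length-scaled share of each sample's transcripts, which was used here only for alternative settings of the clustering. Each sample's table held 46603 genes, of which 46091 were matched to symbols and positions of the GENCODE vM21 annotation of GRCm38 and 512 were not. Total expected counts ranged from 27772660 to 97191624 in the organoids and from 15327265 to 23355938 in the tumoroids. A gene with 0 counts was treated as lying below 3 counts, and folds against groups with at most 3 counts in every sample are given as lower bounds. Intervals and floors of this kind cover counting error only. The human EGFR transgene was not analysed here, since the annotation covers mouse genes.

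Expected counts were rounded and analysed in R 4.3.3. For the comparisons with at least 2 samples on each side, edgeR 4.0.16 was used with filterByExpr, TMM factors and the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called changed. All adjusted p values of single genes come from this edgeR test unless DESeq2 is named. The comparisons were Ad-Cre with Ad-GFP in the distal lung (4 against 2 cultures) and in the trachea (2 against 2), AT2- and BASC-derived tumoroids with the distal Ad-Cre organoids (7 against 4), and AT2-derived with mixed BASC-derived tumoroids (3 against 3), the last of which the paper does not report. Lists of signature genes and of cell-type markers were written by hand for the pathways that the paper names, because the MSigDB sets were not used here, and the sets for mutant p53, BMI1, PRC2, RB, AKT and ALK have no counterpart. The 11 signature lists held from 16 to 55 genes and were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Beside it stands the exact two-sided permutation test of each list's score per sample. This test could not reach 0.05 with 4 cultures against 2, with 2 against 2 or with 3 against 3. Where one side held a single culture (BASC with AT2 Ad-Cre organoids, bronchiolar with alveolar tumoroids), no test was made. The difference in log2 CPM (prior count 2) was then set against 10000 random lists matched on expression in 20 bins. Clustering used average linkage on Pearson correlations of log2 CPM, and principal components were computed on the same values.

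Named genes were chosen by a rule. They are the 32 genes of a list (genes that the paper names and that bear on these data, the PRC2 subunits, and Xist and Ddx3y as checks of the labels), the 3 largest changes in each direction among genes past the threshold with an average log2 CPM of at least 3 and no overlap between groups (in the untested comparisons, with a mean CPM of at least 10 and the single sample outside the range of the others), and the 2 genes with the largest change in each list that bears on a statement of the paper. Some genes that meet the rule are not reported. The sample mapping, the comparisons and tests, this rule, the gene lists and the alternatives not named below as later were set before the data were examined. The further lists reported beside those that the paper's statements call for were picked after their values were seen.

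The pipeline was tested on simulated data with the design and depth of each comparison, with 200 genes changed 4-fold. It recovered 8.5% of them in the distal comparison, 99% in the trachea, 69.5% between tumoroids and organoids and 54% between the tumoroid groups, and the false share of calls was 0%, 4.82%, 4.79% and 2.7%. Simulated genes of like expression shared the same spread, so real genes that vary more may be recovered less often. The GC correction was tested on simulated data with a GC trend added to one group. Without correction 77.7% of 633 calls were false, and with it 3.27% of 153 calls, while 148 of 200 genes were recovered.

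The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors or upper-quartile factors in edgeR, no filter, a filter of at least 10 counts in every sample, preranked GSEA with fgsea 1.28.0, camera with the inter-gene correlation estimated from the data, the closest Reactome pathways in place of the lists, cell population as a block, the matched cultures alone with that block, the Ad-GFP organoids or the autochthonous tumoroid included, a prior count of 0.5, DESeq2's variance stabilization, log2(TPM + 1), Spearman correlation, complete linkage, the 1000 most variable genes, and each sample left out in turn. Chosen after seeing the data were the fibroblast marker score as a covariate, offsets corrected for GC content and for GC content and gene length (each sample's lowess trend with a span of 0.3), the interaction of region and virus, and the pairs of matched cultures. The quantitative RT-PCR, imaging, drug response and patient data of the paper were not analysed here.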

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

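The interaction of region and virus, and the test with matched cultures, were chosen only after the results were seen. The test for samples far from their group was set beforehand for totals and signature lists, and was extended to marker lists after their scores were seen.

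The total count of 1 AT2-derived tumoroid (655T2) was 15327220 after rounding, far below the other 6 tumoroids from transplants, which lay between 21752209 and 23208978. The gap to the nearest of them was 0.815 of the whole range, above Dixon's 95% limit for 7 samples. The same tumoroid had the lowest score of epithelial markers, 5.63 against 7.46 to 8.52 in the other 6 (0.636 of the range), and the highest scores of fibroblast (4.25) and endothelial markers (2.42). The bronchiolar BASC tumoroid had a score of basal markers of 5.58 against -1.51 to 0.192 in the others (0.76 of the range), in the direction of its label. These were 3 of 38 groups of totals and list scores tested, where about 1 in 20 is what chance gives. As to depth, thinning every sample to this total left 2952 genes changed between tumoroids and Ad-Cre organoids, 2814 of them among the 3167 found without thinning, so the smaller total did not account for that comparison. Without this tumoroid, 3336 genes passed. The low epithelial score may come from more RNA of other cells in this culture, an explanation that was not tested. No biological explanation was tested.

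The effect of Ad-Cre differed between the trachea and the distal lung for 6 of 11 gene lists by an interaction term. The median interaction on the log2 scale was -0.29 for EMT (FDR = 4.08e-06), -0.26 for TGF-β (FDR = 7.93e-05), -0.21 for ERK targets (FDR = 0.0236) and -0.01171 for interferon-α (FDR = 0.0289), lower in the trachea, and 0.29 for S phase (FDR = 0.000114) and 0.32 for G2M (FDR = 2.2e-05), higher in the trachea. The interferon-α median was too small to give a clear direction in this fit. Among 19350 single genes, 0 passed and 155 had an unadjusted p below 0.05. A technical explanation that applies is the make-up of the distal groups, since the Ad-Cre side held an alveolar and a bronchiolar BASC culture with no Ad-GFP partner. In the 8 matched cultures, with culture as a block, 5 of the 6 lists passed in the same direction: EMT (-0.57, FDR = 2.55e-16), TGF-β (-0.30, FDR = 3.67e-08), interferon-α (-0.63, FDR = 2.16e-11), S phase (0.31, FDR = 6.47e-06) and G2M (0.31, FDR = 5.45e-08). The ERK list did not (-0.15, FDR = 0.1). By pair, in scores scaled over all 18 samples, the EMT score rose in 2 of 2 distal pairs and 0 of 2 tracheal pairs, that of TGF-β in 2 of 2 and 1 of 2, those of S phase and G2M in 0 of 2 and 1 of 2, and that of interferon-α in 1 of 2 and 0 of 2, while the ERK score rose in 1 of 2 and 2 of 2. The unmatched cultures therefore do not account for the 5 lists by themselves, but each population is a single pair, and the cultures of a pair may differ in make-up. In the mixed BASC pair the score of AT2 markers rose from 6.12 with Ad-GFP to 7.67 with Ad-Cre and that of fibroblast markers from 2.7 to 3.13, beside the rise of the EMT score from 6.48 to 7.45. In the AT2 pair the EMT score moved only from 7.87 to 7.92 and the fibroblast score from 4.52 to 4.45. An effect of the EGFR mutations that differs between regions cannot be told apart from such differences between single cultures.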

How the results depend on the processing

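The fibroblast covariate and the GC and length offsets were chosen only after the results were seen. Values are medians over a list or log2 changes of a gene unless stated, and the cause was not tested for any change named here.

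Of 31 main results, 5 did not change under any alternative run. All 31 together gave 323 unchanged values, 16 weaker, 4 stronger, 14 moved and 17 reversed. Of 117 single genes and further lists, 76 did not change, and all together gave 1380 unchanged, 50 weaker, 14 stronger, 20 moved and 36 reversed values. A further 29 lists were recomputed but left out of the text, a choice made after their values were seen, with 274 unchanged, 6 weaker, 31 stronger, 2 moved and 53 reversed values. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers, apart from the matched cultures. The labels of the bronchiolar and 2 of the mixed BASC tumoroids share a number, as do those of 2 AT2 tumoroids.

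With the inter-gene correlation estimated from the data, no list passed. The medians stay as they were by construction: in the distal lung EMT 0.25 (FDR = 0.728), TGF-β 0.28 (0.597) and ERK 0.32 (0.728), in the trachea ERK 0.074 (0.654), S phase 0.065 (0.797) and G2M 0.049 (0.797), and after transplantation EMT -0.42 (0.553) and MTORC1 0.32, MYC 0.60 and DNA repair 0.34 (0.229 each). The full ranges of FDR stand beside these lists in the results.

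Counts of changed genes in the distal lung, the trachea and between tumoroid groups were 0, and with DESeq2's Wald test 10, 6 and 7. Without a filter, the trachea had 133. After transplantation the count was 3167, and 4624 with DESeq2's Wald test, 4458 with the Ad-GFP organoids included, 1859 with GC-corrected offsets and 1771 with GC and length offsets. The latter 2 gave Suz12 at 0.021 and 0.16. Mtor was -0.40 with the former and Pik3ca 0.0039 with the latter.

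Reactome pathways changed most list values. They gave distal ERK 0.023, and in the trachea Hedgehog -0.013, TGF-β 0.025, ERK -0.00074, S phase 0.0070 and G2M 0.038. After transplantation ERK was -0.0038 and MTORC1 0.42 (FDR = 0.139, in a range from 0.000964 to 0.229). Interferon-α between AT2 and mixed BASC tumoroids was 0.10. Between BASC and AT2 organoids EMT was -0.32, ERK -0.14 and G2M 0.40, and in the bronchiolar tumoroid EMT was 0.10, ERK -0.097, TNF-α 0.33, TGF-β 0.068 and S phase 0.021.

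With cell population as a block, the distal values were Hedgehog 0.39, interferon-α 0.039, Hhip 0.55, Gas1 0.18 and Itga2 -0.017. In the matched cultures they were Hedgehog 0.19, interferon-α 0.54, Gas1 0.064 and Itga2 -0.064. The fibroblast covariate gave Hedgehog 0.059 and interferon-α 0.23 in the distal lung, and after transplantation Suz12 -0.50, Eed -0.090, EMT -0.046 and MTORC1 0.27 (FDR = 0.0644). Preranked GSEA gave a normalized score of 0.66 for distal interferon-α and of 1.62 for MTORC1 in the trachea. MTORC1 in the trachea also passed at 0.041 with DESeq2's size factors, 0.047 with genes of at least 10 counts and 0.038 with the block.

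Against AT2 tumoroids only, the bronchiolar EMT value was 0.080 and Vegfa 0.19, and against mixed BASC tumoroids only EMT was 0.011. With the 1000 most variable genes or complete linkage, 0 tumoroids fell outside the cluster of the others, and the former widened the gap of the autochthonous tumoroid to 0.35.

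Leaving out each sample in turn gave these ranges. In the distal lung EMT ran from -0.58 to 1.11, Hedgehog from -1.04 to 1.40, TGF-β from -0.036 to 0.61, ERK from -0.068 to 0.52, interferon-α from -0.75 to 1.07, S phase from -0.47 to 0.13 and G2M from -0.59 to 0.17. In the trachea S phase ran from -0.062 to 0.21, G2M from -0.063 to 0.20, Hedgehog from -0.090 to 0.083 and TGF-β from -0.096 to 0.077. Fits that left 1 sample on a side have no test, gene calls without a sample were not run in the trachea, and a Reactome pathway for MYC was not run. After transplantation the count ran from 1973 to 3716 genes. BASC organoids gave EMT from -0.82 to -0.59 and interferon-α from -0.35 to 0.30. The bronchiolar tumoroid gave EMT from -0.25 to 0.29, Col1a1 from -0.25 to 0.53 and Vegfa from -0.20 to 0.17.

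The MYC list (main value 0.60) stayed between 0.48 and 0.64 and DNA repair (0.34) between 0.22 and 0.44 over the alternatives other than leaving samples out, and both passed in all of them except the one with estimated correlation. The shared calls stayed high with DESeq2's size factors (3081 of 3124) and lower with the GC offsets (1571 of 1859). In the distal lung the spread between cultures limits the calls more than depth does, since the biological coefficient of variation was 0.636 there and 0.139 in the trachea, and 8.5% and 99% of simulated 4-fold changes were recovered although the tracheal cultures had fewer counts on the whole.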

Differences from the paper's values

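The paper's scores are for MSigDB sets that were not used here, so no pair of values was compared, and the differences are ones of direction, calls or grouping.

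The paper states that tumoroids clustered together, away from the organoids (Figure S2B). Here, with the tree divided into 2 clusters, 3 of 10 organoids clustered with 7 of the 8 tumoroids. In the paper's direction, each of those 7 tumoroids had another tumoroid as its nearest sample, and that number stayed at 7 under 5 alternatives. With the 1000 most variable genes or complete linkage all tumoroids shared a cluster, but the same number of organoids, 3, joined them under every setting tried. The paper states that no obvious confounding variable separated the platforms on principal components. Here the grouping by platform accounted for 57.5% of component 1 and 26.7% of component 2. The platforms lay apart in the plane of these 2 components, although they overlapped on each. Component 1 also followed the basal marker score (r = -0.979), and lineage was unevenly spread over the platforms. The share of component 1 therefore cannot be credited to platform alone.

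For the distal lung, Fig. 3B shows Hedgehog signaling higher with Ad-Cre and past the threshold, and here its list had a median log2 fold change of -0.15 (FDR = 0.983). Among the alternatives set before the data were examined, it had the paper's direction with cell population as a block (0.39, FDR = 0.0529), in the matched cultures (0.19, FDR = 0.0821), without the mixed BASC Ad-Cre culture (0.053, FDR = 0.639) and without the AT2 Ad-GFP culture (1.40, no test). It also had that direction with the fibroblast score as a covariate (0.059, FDR = 0.24), chosen after seeing the values. No setting put it past the threshold. The mean Hedgehog score was slightly higher with Ad-Cre (4.13 against 4.02), the paper's direction, but by less than its spread. Fig. 3B shows interferon-α higher and past the threshold in the distal lung, and here the list had -0.03023 (FDR = 0.0648). It was higher and past the threshold in the matched cultures (0.54, FDR = 7.8e-12), without the bronchiolar BASC Ad-Cre culture (0.11, FDR = 6.33e-06) and, chosen after seeing the values, with the fibroblast covariate (0.23, FDR = 0.0456). It was higher without passing with the block (0.039, FDR = 0.47), in preranked GSEA (normalized score 0.66, FDR = 0.998) and without the alveolar BASC Ad-Cre culture (0.022, FDR = 0.0632), and higher with no test without the mixed BASC Ad-GFP culture (1.07). Its FDR over all alternatives ran from 7.8e-12 to 0.998. The interferon-α score had the paper's direction, at 5.29 ± 0.618 with Ad-Cre (SD, n = 4) against 4.97 ± 1.75 with Ad-GFP (SD, n = 2). It lay above the Ad-GFP mean in 3 of 4 cultures (exact permutation p = 0.867). Fig. 3B shows E2F targets and G2M checkpoint lower in the distal lung and short of the threshold, and here S phase (-0.20, FDR = 0.00104) and G2M (-0.26, FDR = 0.000193) passed it. They stayed short of it with the inter-gene correlation estimated from the data (FDR = 0.97 for both), with Reactome pathways (FDR = 0.51 for both) and without the AT2 Ad-Cre culture (FDR = 0.355 and 0.257), and their FDRs ran from 6.82e-07 to 0.97 and from 4.36e-10 to 0.97.

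For the trachea, the paper states that MTORC1 was enriched, and here it fell short (0.034, FDR = 0.0566). It passed with DESeq2's size factors (FDR = 0.0442), at least 10 counts in every sample (FDR = 0.0243), preranked GSEA (FDR = 0.0194) and the block (FDR = 0.0463), and its FDR ran from 0.0194 to 0.654. Fig. 3B shows TGF-β higher in the trachea, short of the threshold, and here it was -0.019 (FDR = 0.603), but 0.025 with Reactome's pathway (FDR = 0.49) and 0.077 without the club Ad-Cre culture (no test). Fig. 3B shows interferon-α lower and short of the threshold, and here it was -0.074 and passed (FDR = 0.00615), but stayed short with the inter-gene correlation estimated from the data (FDR = 0.587) and with Reactome's pathway (FDR = 0.47). Its FDR ran from 0.000638 to 0.587. The paper states that the EGFR pathway fell short of the threshold in the trachea, and here the list of ERK targets passed (0.074, FDR = 0.00998), but stayed short with the inter-gene correlation estimated from the data (FDR = 0.654) and with Reactome's EGFR pathway (-0.00074, FDR = 0.996).

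The paper states from its RT-PCR (Figure S2D) that Trp53 changed minimally with Ad-Cre. Here the log2 fold change of Trp53 was 0.68 in the trachea and 0.57 in the distal lung (adjusted p = 1 for both by edgeR). In the trachea it passed with DESeq2's Wald test (0.69, adjusted p = 0.00816) and without the filter (0.68, adjusted p = 6.81e-05), in a range from 6.81e-05 to 1.

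The paper states that interferon-α genes were higher in BASC than in AT2 Ad-Cre organoids, and here the median log2 difference was -0.031. It was 0.047 without the alveolar and 0.30 without the bronchiolar BASC culture, and negative under the other alternatives set before the data were examined. For tumoroids after transplantation, the paper states that EGFR signatures were less enriched, and here the list of ERK targets was higher (0.29, FDR = 0.243). It had the paper's direction only with Reactome's EGFR pathway (-0.0038, FDR = 0.99), and its FDR ran from 0.0573 to 0.99. Fig. 3D shows EMT higher in bronchiolar tumoroids, and here the list had -0.063, with 0.10 for Reactome's pathway, 0.080 against AT2 tumoroids only and 0.011 against mixed BASC tumoroids only. It was also higher without the AT2 tumoroid with the fewest counts (0.29) and without either of 2 mixed BASC tumoroids (0.032 and 0.022). The paper states that Col1a1 was expressed more in alveolar than in bronchiolar cells. Here the bronchiolar tumoroid had 872 CPM, below the mean of the alveolar ones (1348 ± 1570 CPM, SD, n = 6) and so in the paper's direction. The mean of log2 values gave a difference of 0.05, the other way. On that scale, values in the paper's direction came without either of 2 AT2 tumoroids (-0.16 and -0.25) and without 1 mixed BASC tumoroid (-0.14). In the Ad-Cre organoids Col1a1 had the paper's direction, at 1184 CPM in the bronchiolar BASC culture against 1368 and 2549 CPM in the alveolar BASC and AT2 cultures. Of 37 collagen genes in the tumoroids 22 were lower in the bronchiolar one. RNA of the mesenchymal support cells is not ruled out as a source of the collagen values.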

Other observations

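Chosen only after the results were seen were the tests on pseudogenes, the offsets corrected for GC content and gene length, the fibroblast covariate, the fibroblast markers in the matched cultures, the correlation of EMT and fibroblast scores within clusters, the pairs of matched cultures for Trp53 and the reading of the Y-linked genes. The other tests were set beforehand.

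Genes changed between tumoroids and Ad-Cre organoids were weighed against differences between the platforms. The log2 fold change followed transcript GC content (Spearman rho 0.373 across genes) and gene length (rho -0.234), both beyond the limit of 0.2 set for such trends. With GC-corrected offsets rho for GC was 0.00605 and 1859 genes passed, 1571 of them among the 3167 found without correction, and with GC and length corrected 1771 passed, 1360 of them among the 3167. A technical trend may therefore explain part of the calls but not those shared ones, and a true change that itself follows GC content would be removed by the same correction. Depth accounted for little, since thinning every sample to 15327220 counts left 2952 genes. Histone genes were used for a difference in the capture of RNA without a poly(A) tail, which would move them apart from S phase and G2M genes by more than 1 on the log2 scale. Their median minus that of those genes was -0.0765. Only 14 of the 65 histone genes passed the expression filter, so the test speaks for those alone and leaves the explanation open. Processed pseudogenes made up 2.33% of the genes that fell, 14.4% of those that rose and 4.76% of those tested. Loss of reads shared with pseudogenes in the tumoroid libraries would have made the first share at least 2 times the second, and it was the smaller one. The rise in the second share might come from reads of other genes assigned to pseudogenes in the tumoroid libraries, but that test was made after the share was known and could not have come out otherwise, so it decides nothing. Of the 4 genes that fell and had no count in any tumoroid, 3 were processed pseudogenes. Platform and transplantation remain inseparable in this comparison, whose groups also differed in lineage markers. Only the autochthonous tumoroid, left out of it, shared the tumoroid platform without a transplant. In scores scaled over all 18 samples, its MYC target (5.69), DNA repair (4.32) and G2M (4.7) scores lay within the range of the distal Ad-Cre organoids. Its S phase score (4.23) lay above that range, and its MTORC1 (6.72) and EMT (7.27) scores lay below it. A single library cannot separate platform from transplantation.

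The calls were compared with other splits of the same 11 samples into 7 and 4, of which 100 out of 330 were drawn. Only the real split, 1 of the 100, gave as many genes, and the largest number in another was 40, with a median of 0. A camera p as small as that of the real split was given by 8 of the 100 splits for the MYC list, 18 for MTORC1, 4 for DNA repair, 47 for EMT, 53 for ERK targets, 5 for S phase and 3 for G2M. Of these lists only DNA repair and G2M lay under 5 in 100, DNA repair by 1 split, whereas camera gave FDRs below 0.05 for all of them but ERK. The real split is also the split by platform, so the 2 cannot be told apart.

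Between AT2-derived and mixed BASC-derived tumoroids (3 against 3), which the paper does not compare, 0 of 15470 genes passed and 144 had an unadjusted p below 0.05. The groups did not overlap for 3.65% of the genes, where chance gives 10%. All 10 splits of the 6 samples gave at least 0 genes, so that count decides nothing. The interferon-α list was lower in AT2 tumoroids (-0.40, FDR = 4.87e-14), but in only 2 of 3 samples (exact permutation p = 0.4, smallest possible p 0.1), and 4 of the 10 splits gave a camera p as small. Its median ran from -1.54 to -0.072 with 1 sample left out. The S phase list was higher (0.15, FDR = 0.00359, 2 of 3 samples, exact permutation p = 0.4), with 3 of 10 splits as small. Log2 fold changes of Scgb1a1 (-6.52), Sox2 (-3.42) and Trp63 (-3.16) were negative with an adjusted p of 1 each by edgeR. The list of club and airway markers was lower in AT2 tumoroids by a median of -2.71, with 0 of 7 genes higher (camera FDR = 5.12e-14). Its score was lower in 3 of 3 samples (exact permutation p = 0.1, the smallest possible). Marker lists were not recomputed under the alternatives. No biological explanation was tested.

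RNA from mesenchymal support cells in the cultures was weighed as a source of the EMT values. In the distal comparison of Ad-Cre with Ad-GFP, fibroblast markers had a median log2 fold change of -0.241 while the EMT list rose, the opposite of what such RNA would give in that comparison. In the matched AT2 and mixed BASC cultures, with culture as a block, fibroblast markers rose by a median of 0.335 beside 0.50 for the EMT list, and the scores of the 2 lists followed each other across organoids. With the fibroblast score as a covariate in the comparison of 4 with 2 cultures, the distal EMT list still passed in the same direction (0.35, FDR = 1.36e-12, with a range over all alternatives from 7.57e-17 to 0.728), but the markers were lower with Ad-Cre in that comparison, so the covariate could not have removed the rise and decides nothing. It was not fitted in the matched cultures, where 4 samples leave no residual for it. The distal EMT rise cannot be told apart from such RNA. After transplantation fibroblast markers moved with the EMT list (-0.296), and with the fibroblast score as a covariate the EMT median shrank from -0.42 to -0.046. Across the 7 organoid cultures of the larger organoid cluster, the EMT and fibroblast scores had a Pearson r of 0.81 (exact permutation p = 0.00298, adjusted 0.00298) and a Spearman rho of 0.893 (exact permutation p = 0.0123, adjusted 0.0123). Without the 2 farthest samples r was 0.612 over 5, so the relation rests in part on them. Across the 7 tumoroids of the larger cluster r was 0.987 (exact permutation p = 0.000198, adjusted 0.000396) and rho was 1 (exact permutation p = 0.000397, adjusted 0.000794), with r 0.971 without the 2 farthest. The adjustment is for the 2 groups of samples. The scores were first correlated over all organoids and over all tumoroids, and the groups were then narrowed because those samples fall into separate clusters. The 2 lists have no gene in common. A lower share of support cells might explain the fall of the EMT list after transplantation, and a fall within epithelial cells cannot be told apart from it.

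Trp53 was higher with Ad-Cre in all 4 matched pairs of cultures, with log2 ratios of 0.58 (club), 0.78 (basal), 0.22 (AT2) and 0.91 (mixed BASC) and a mean of 0.62. The exact paired permutation p was 0.125, the smallest that 4 pairs allow. CPM went from 45.4 to 67.9, from 47.4 to 81.3, from 52.8 to 61.6 and from 52.4 to 98.2. Of 9997 genes compared, 928 (9.28%) moved the same way in all 4 pairs, where chance gives 12.5%, and 13 did so with a smallest ratio at least as large, 9 of them higher. Trp53 had rank 16 by mean ratio among the genes higher in all pairs. Trp53 was on the list of genes set beforehand, but the pairs were examined because of its values. Whether the recombination itself raised it was not tested.

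Expression of the basal cell gene Krt5 set the BASC organoids apart from the AT2 organoids. Krt5 was 1648 CPM in the mixed BASC organoids with Ad-GFP, 1018 CPM in those with Ad-Cre, 510 CPM in the bronchiolar and 96.5 CPM in the alveolar BASC organoids, against 1.62 and 6.38 CPM in the AT2 organoids. The mouse Egfr transcript fell after transplantation by 1.72 on the log2 scale (SE 0.815, adjusted p = 0.161 by edgeR), from 102 ± 72.7 CPM (SD, n = 4) to 30.9 ± 28 CPM (SD, n = 7), short of the threshold in every setting tried (adjusted p from 0.0878 to 0.392). Of the Y-linked genes, Ddx3y (0.284 CPM), Kdm5d (0.0473 CPM) and Uty (0 CPM) were nearly absent in the AT2 tumoroid 655T1, where Eif2s3y was 63.6 CPM. In the AT2 tumoroid 655T2 the same genes were at 10.6, 3.73, 4.66 and 10.8 CPM. Xist fell by 3.00 on the log2 scale after transplantation (SE 0.494, adjusted p = 0.00296 by edgeR), with no overlap between groups. No explanation was tested for these values.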
